# Heat shock protein 90 inhibitor RGRN-305 potently attenuates skin inflammation

**DOI:** 10.3389/fimmu.2023.1128897

**Published:** 2023-02-07

**Authors:** Hakim Ben Abdallah, Sabine Seeler, Anne Bregnhøj, Gautam Ghatnekar, Lasse S. Kristensen, Lars Iversen, Claus Johansen

**Keywords:** HSP90 (heat shock protein 90), novel therapeutic strategy, inflammation, small molecule, 12-O-Tetradecanoylphorbol-13-acetate, keratinocytes, mouse model

## Abstract

**Introduction:**

Chronic inflammatory skin diseases may have a profound negative impact on the quality of life. Current treatment options may be inadequate, offering an unsatisfactory response or side effects. Therefore, ongoing efforts exist to identify novel effective and safe treatments. Heat shock protein (HSP) 90 is a chaperone that promotes the activity of a wide range of client proteins including key proinflammatory molecules involved in aberrant inflammation. Recently, a proof-of-concept clinical trial of 13 patients suggested that RGRN-305 (an HSP90 inhibitor) may be an oral treatment for psoriasis. However, HSP90 inhibition may be a novel therapeutic approach extending beyond psoriasis to include multiple immune-mediated inflammatory skin diseases.

**Methods:**

This study aimed to investigate (*i*) the anti-inflammatory effects and mechanisms of HSP90 inhibition and (*ii*) the feasibility of topical RGRN-305 administration (new route of administration) in models of inflammation elicited by 12-O-tetradecanoylphorbol-13-acetate (TPA) in primary human keratinocytes and mice (irritative dermatitis murine model).

**Results/Discussion:**

In primary human keratinocytes stimulated with TPA, a Nanostring® nCounter gene expression assay demonstrated that HSP90 inhibition with RGRN-305 suppressed many proinflammatory genes. Furthermore, when measured by quantitative real-time polymerase chain reaction (RT-qPCR), RGRN-305 significantly reduced the gene expression of *TNF, IL1B, IL6* and *CXCL8*. We next demonstrated that topical RGRN-305 application significantly ameliorated TPA-induced skin inflammation in mice. The increase in ear thickness (a marker of inflammation) was significantly reduced (up to 89% inhibition). In accordance, RT-qPCR of the ear tissue demonstrated that RGRN-305 robustly reduced the gene expression of proinflammatory markers (*Tnf, Il1b, Il6, Il17A* and *Defb4*). Moreover, RNA sequencing revealed that RGRN-305 mitigated TPA-induced alterations in gene expression and suppressed genes implicated in inflammation. Lastly, we discovered that the anti-inflammatory effects were mediated, at least partly, by suppressing the activity of NF-κB, ERK1/2, p38 MAPK and c-Jun signaling pathways, which are consistent with previous findings in other experimental models beyond skin inflammation. In summary, HSP90 inhibition robustly suppressed TPA-induced inflammation by targeting key proinflammatory cytokines and signaling pathways. Our findings suggest that HSP90 inhibition may be a novel mechanism of action for treating immune-mediated skin disease beyond psoriasis, and it may be a topical treatment option.

## Introduction

Inflammation is a biological response of the immune system that implicates a complex interplay between different cell types, chemokines, cytokines and intracellular signaling pathways (1, 2). Dysregulated inflammation underlies the pathogenesis of multiple inflammatory skin diseases (e.g., psoriasis, atopic dermatitis and hidradenitis suppurativa) that cause significantly reduced quality of life for the patients and constitute a substantial burden on the healthcare system (3). Recent progress in research on highly effective biologics that target cytokines has led to breakthroughs in the management of inflammatory skin diseases such as psoriasis (4). Nonetheless, some groups of patients do not attain or maintain a satisfactory response (5). Disadvantages of biologics compared with small molecules include parenteral administration, high manufacturing cost and risk of immunogenicity (6). Thus, a pressing need exists for novel small molecules that may fill the remaining gaps in the repertoire of therapeutics for inflammatory skin diseases.

Heat shock proteins (HSP) are a group of chaperone molecules whose major function is the maintenance of cellular homeostasis by folding and promoting the function of endogenous proteins (referred to as ‘‘client proteins’’) (7). The heat shock protein 90 (HSP90) is the most abundant HSP (4-6% of total protein during cellular stress); it exists in two cytosolic isoforms (HSP90α and HSP90β) and two organelle-specific isoforms including glucose-regulated protein 94 (GRP94/gp96) localized in the endoplasmic reticulum and tumor necrosis factor receptor-associated protein 1 (TRAP1) localized in the mitochondria (8). HSP90 consists of three conserved domains: an N-terminal domain where the ATP-binding site is located (an ATPase activity is required for its chaperone function); a middle domain which is involved in binding to client proteins: and a C-terminal domain, which is responsible for HSP90 dimerization (9). Several co-chaperones (e.g., HSP70, CDC37 and AHA1) modulate the ATPase activity or functional range of client proteins (10). HSP90 is sometimes referred to as the ‘signal transduction chaperone’ given a large number of kinases and transcription factors being client proteins (11–13). Numerous of these client proteins are involved in key inflammatory pathways (14, 15). Thus, HSP90 inhibition may target these client proteins involved in inflammation, providing a rationale as a treatment for multiple inflammatory skin conditions. HSP90 inhibition has been shown to mediate anti-inflammatory effects in inflammatory models such as rheumatoid arthritis and systemic lupus erythematous (16–21). Moreover, HSP90 has been implicated in wound healing and skin cell motility (22, 23).

RGRN-305 (formerly known as Debio 0932 and CUDC-305) is an imidazopyridine derivative HSP90 inhibitor displaying a high affinity to the N-terminal ATP-binding site for HSP90α and HSP90β, and thereby blocks the ATPase activity and chaperone function (24). RGRN-305 has been shown to exhibit anti-inflammatory effects in preclinical psoriasis studies (21, 25). Recently, the potential of oral RGRN-305 treatment in psoriasis was supported by a proof-of-concept clinical trial (26). Given the several anti-inflammatory mechanisms revealed by the transcriptome analysis (26), the benefits of HSP90 inhibition may extend beyond psoriasis to include other inflammatory skin diseases.

HSP90 inhibition has, until now, not been evaluated in chemical-mediated inflammation induced by 12-O-tetradecanoylphorbol-13-acetate (TPA). It is a widely used phorbol ester activating protein kinase C, a central signaling molecule downstream many inflammatory receptors, driving inflammatory cascades involving proinflammatory mediators such as TNF, IL-1β and IL-6, which has been linked to many inflammatory skin diseases (27, 28).

Therefore, this study aimed to investigate (*i*) the anti-inflammatory effects and mechanisms of HSP90 inhibition, and (*ii*) the feasibility of topical RGRN-305 administration (new route of administration) using models of inflammation induced by TPA in primary human keratinocytes and a murine model for skin inflammation.

## Materials and methods

### HSP90 inhibitor RGRN-305

The HSP90 inhibitor RGRN-305 (molecular weight = 442.58 g/mol) was kindly provided by Regranion (Mount Pleasant, SC, USA).

### Cell culture

Primary normal human epidermal keratinocytes were obtained from skin samples of six healthy adults undergoing plastic surgery as previously described (29). The keratinocytes were seeded in 6-well plates and cultured in Keratinocyte SFM (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with growth factors (Gibco) and 5 µg/mL Gentamicin (Gibco) at 37°C and 5% CO_2_ in a humidified incubator until 60-70% confluency. The medium was changed to basal medium (same as before without growth factors) for 24 hours before experiments were initiated. The keratinocytes were preincubated with RGRN-305 (5 µM) or drug-vehicle (water) for 8 hours before stimulation with 100 nM TPA (Sigma-Aldrich, Burlington, MA, USA) or vehicle (DMSO) for up to 24 hours.

### Isolation of RNA from primary human keratinocytes

The cells were washed twice with ice-cold phosphate-buffered saline (PBS) (Gibco) followed by the addition of SV RNA lysis buffer (Promega, Madison, WI, USA). Total RNA was isolated using the SV 96 Total RNA Isolation System (Promega) according to the manufacturer’s instructions. The RNA concentration and purity were assessed by NanoDrop™ 2000 Spectrophotometer (ThermoFisher). Samples were stored at -80°C until further use.

### Reverse transcription-quantitative PCR

Total RNA was diluted to 10 ng/µL across all samples before RNA was reversely transcribed to cDNA using TaqMan™ Reverse Transcription Reagents (ThermoFisher) and Peltier Thermal Cycler-200 (MJ Research Inc. Waltham, MA, USA) according to the manufacturer’s instructions. Real-time PCR was performed with StepOnePlus Real-Time PCR system (Applied Biosystems™, Waltham, MA, USA) using TaqMan™ Universal PCR Master Mix (ThermoFisher) and TaqMan™ primers and probes for *TNF* (Hs00174128_m1), *Tnf* (Mm00443258_m1), *IL1B* (Hs01555410_m1), *Il1b* (Mm00434228_m1), *Il6* (Mm00446190_m1), *CXCL8* (Hs00174103_m1), *Il17a* (Mm00439618_m1), Defb4 (Mm00731768_m1), RPLP0 (Hs99999902_m1) and *Gapdh* (Mm99999915_m1) according to the manufacturer’s instructions. The real-time PCR consisted of 2 initial steps (2 min at 50°C and 10 min at 95°C) followed by 40 PCR cycles (15 seconds at 95°C and 1 min at 60°C). The genes were analyzed in triplicates and the relative gene expression was quantified by the relative standard curve method using StepOne™ Software v2.1 (30). *RPLP0* or *Gapdh* was used as reference genes to obtain normalized expression values that were shown as fold changes relative to the levels in unstimulated and untreated samples (vehicle).

### NanoString nCounter gene expression

For each sample, 100 ng of total RNA from keratinocytes was hybridized for 19.5 hours with probes from the nCounter Human Immunology V2 Panel containing 579 target genes and 15 reference genes (NanoString Technologies, Seattle, WA, USA). The samples were examined using nCounter SPRINT profiler (NanoString Technologies) according to the manufacturer’s instructions. Before the differential expression analyses, the raw data were normalized using nSOLVER 4.0 (NanoString Technologies) by performing background subtraction, positive control normalization and normalization to housekeeping genes (*EEF1G, GAPDH, GUSB, OAZ1*, and *RPL19)*. Genes were filtered to only include genes with an average normalized count ≥ 20 corresponding to 271 genes. Differential gene expression analysis was performed by multiple paired t-tests with a false discovery rate < 0.05 using the two-stage step-up method of Benjamini, Krieger and Yekutiel in GraphPad Prism 9.0 software (31).

### Isolation of protein from human keratinocytes

Keratinocytes were added cell lysis buffer containing phenylmethylsulfonyl fluoride and Complete Protease Inhibitor Cocktail (Sigma-Aldrich) followed by centrifugation at 13.000 g for 3 minutes and collection of the supernatant.

### Western blotting

An equal amount of protein (20 µg as determined by Bradford Protein Assay) for each sample was separated by gel electrophoresis using 10% Mini-PROTEAN TGX Precast Protein Gels (Bio-Rad, Hercules, CA, USA) and Mini Trans-Blot Cell (Bio-Rad). The proteins were blotted onto nitrocellulose membranes (Bio-Rad; catalog#1620146) by Trans-Blot Turbo Transfer System (Bio-Rad). The membranes were then incubated overnight at 4°C with the primary antibodies as follows (catalog#): anti-p-p65 (3033), anti-p-c-Jun (9261), anti-p-p38 (9211) and p-ERK1/2 (9101) purchased from Cell Signaling Technology (Danvers, MA, USA). The primary antibodies were detected by 1-hour incubation at room temperature using the secondary antibody anti-rabbit immunoglobulin G (IgG)-HRP (catalog#7074; Cell Signaling Technology). Protein bands were visualized using Clarity Western ECL Substrate (Bio-Rad) and C-DiGit Blot Scanner (LI-COR, Lincoln, NE, USA). Following which, the membranes were stripped and reprobed with β-actin (catalog# A-1978; Sigma-Aldrich) and anti-mouse IgG-HRP (catalog# p0447; Dako, Glostrup, Denmark). Densitometric analysis of the band and background intensities were measured by Image Studio Digits Version 3.1. The results were normalized to the β-actin levels and shown as fold changes relative to the unstimulated and untreated samples (vehicle).

### Experimental animals

Female C57BL/6J mice (6-8 weeks old) were purchased from Taconic (Ejby, Denmark). The mice were housed in animal facilities with a temperature of 19-25°C and a 12-hour light/dark cycle. The mice had access to laboratory rodent food and water *ad libitum* and were acclimated for 1 week before the experiments.

### TPA-induced ear inflammation

Mice were randomly assigned into 4 different groups to receive: (1) Vehicle; (2) RGRN-305; (3) TPA; or (4) RGRN-305 + TPA. Two independent experiments were conducted. RGRN-305 (50 mg/mL) and TPA (125 µg/mL) were freshly dissolved in acetone for each experiment. Topical application (20 µL) on the ear with RGRN-305 (~1 mg) or acetone was applied 100 minutes before challenge with 20 µL of TPA (~2.5 µg) or acetone. Ear thickness was measured at TPA challenge (0 hour) and post-TPA challenge (4 and 8 hours) using a Mitutoyo digimatic caliper. Mice were anesthetized with 2% isoflurane during the experimental procedures. At the end of the study, mice were euthanized by cervical dislocation and biopsies from the ear were collected for further analyses.

### Isolation of RNA from ear biopsies

Four-millimeter ear punch biopsies obtained from mice (4 hours post-TPA challenge) were immediately frozen and stored in liquid nitrogen. The biopsies were transferred to 750 µL of RNAlater-ICE (ThermoFisher) at −80°C cold for 20 minutes and stored overnight at -20°C. Subsequently, the biopsies were transferred to 175 µL of SV RNA lysis buffer added β-mercaptoethanol (SV Total RNA Isolation System; Promega) and homogenized using TissueLyser (Qiagen, Hilden, Germany). The remaining steps of RNA purification, including DNase treatment, were performed according to the manufacturer’s instructions.

### Isolation of protein from ear biopsies

The remaining ears were clipped off and placed in liquid nitrogen. The ears were homogenized in cell lysis buffer containing phenylmethylsulfonyl fluoride and Complete Protease Inhibitor Cocktail (Sigma-Aldrich) using TissueLyser for 2 x 2 minutes. Subsequently, the samples were sonicated 5 x 10 s and centrifuged at 10.000 g for 10 minutes. The supernatant constituted the whole cell protein extract.

### Histology

Four-millimeter punch biopsies from the ears of mice (4 hours post TPA challenge) were immediately fixed in 4% formaldehyde and embedded in paraffin. The paraffin-embedded biopsies were sliced into 4 μm thick sections and stained with hematoxylin and eosin and Ki-67 following standard protocols.

### RNA sequencing

Paired-end RNA sequencing of RNA isolated from ear tissue from mice was performed by Eurofins Genomics Europe Sequencing GmbH (Konstanz, Germany) according to their protocols. RNA sequencing library was prepared with 100 ng of total RNA using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina. mRNA quality measurement was performed using Fragment Analyzer. Sequencing was performed on the Illumina NovaSeq 6000 platform using 2x150 Sequence mode to obtain at least 20 million read pairs. Raw reads were aligned to the mouse reference genome (GRCm39 primary assembly) and gene counts were obtained by uniquely aligned unambiguous reads using the R package Subread (version 2.10.3) (32). Library size correction and variance stabilization were achieved by regularized logarithm transformation (rlog) using the R package DESeq2 (1.36.0) (33). The regularized log-transformed normalized counts were used for downstream analysis such as principal component analysis (PCA) and heat map visualization (pheatmap 1.0.12). Differential gene expression analyses were performed using DESeq2 with independent filtering enabled (33). The Wald test was used for pairwise comparisons. To adjust for multiple testing, the p-values (i.e., q-values) were adjusted by controlling the false discovery rate (FDR) set at 0.05 using the procedure of Benjamini and Hochberg. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were performed with ShinyGO 0.76 (34).

### Statistical analyses

Two-tailed P-values <0.05 were considered statistically significant. Pair-wise comparison of ear thickness, mRNA (qPCR) and protein levels (western blot) in mice and primary keratinocytes were respectively performed by unpaired and paired t-tests if data were normally distributed, otherwise Mann-Whitney and Wilcoxon signed-rank tests were used. The statistical analyses were performed with GraphPad Prism 9.0 and R 4.2.0 software.

### Ethical statement

The Central Jutland Regional Committee on Health Research Ethics approved the experiments with primary human keratinocytes (M-20110027) and consent was obtained from the donors to donate their excessive skin for research purposes.

The Danish Animal Experiments Inspectorate approved the experimental animal procedures (2021–15–0201–00893). The study was carried out in accordance with the Danish Animal Welfare Act for the Care and Use of Animals for Scientific Purposes, and all efforts were made to minimize suffering.

## Results

### RGRN-305 significantly dampened the TPA-induced inflammatory response in primary human keratinocytes

To investigate the anti-inflammatory effects of RGRN-305 in cultured normal human keratinocytes stimulated with TPA, the mRNA levels of 579 inflammatory genes were analyzed with Nanostring nCounter Human Immunology Panel. The PCA plot (**Figure 1A**) revealed a distinct and separated transcriptional signature for keratinocytes stimulated with TPA, whereas keratinocytes treated with vehicle, RGRN-305 or RGRN-305 + TPA clustered together. This indicates that RGRN-305 abrogated the inflammatory gene expression induced by TPA. In agreement with the PCA, the volcano plots (**Figures 1B–D**) showed a trend of upregulation of inflammatory genes upon TPA stimulation (TPA versus vehicle) whereas the addition of RGRN-305 treatment led to a trend of downregulation (TPA+RGRN-305 versus TPA). Accordingly, 93 differential expressed genes (DEGs), of which 61 genes including *IL1B*, *CXCL8* and *IL17A* were uniquely upregulated by TPA in comparison to the vehicle group. In contrast, only 32 DEGs were upregulated when adding RGRN-305 treatment including two uniquely upregulated genes (*RUNX1* and *ITGB2*) (**Figure 1E**). RGRN-305 treatment alone without TPA in comparison to the vehicle group led to 7 uniquely upregulated genes and 37 uniquely downregulated DEGs including *TNF*, *IL1B* and *CXCL8* (**Figures 1E, F**). Heatmap of DEGs upon TPA stimulation (119 genes) exhibited a distinct pattern characterized by increased gene expression in keratinocytes stimulated with TPA, whereas keratinocytes treated with RGRN-305 (either alone or with TPA) exhibited a pattern that was more similar to the vehicle group (**Figure 1G**). Lists of all genes with their relative gene expression (fold ratio) and q-values are available in **Table S1**. Taken together, we demonstrated that RGRN-305 robustly inhibited the TPA-induced expression of proinflammatory genes in primary keratinocytes.

**Figure 1:**
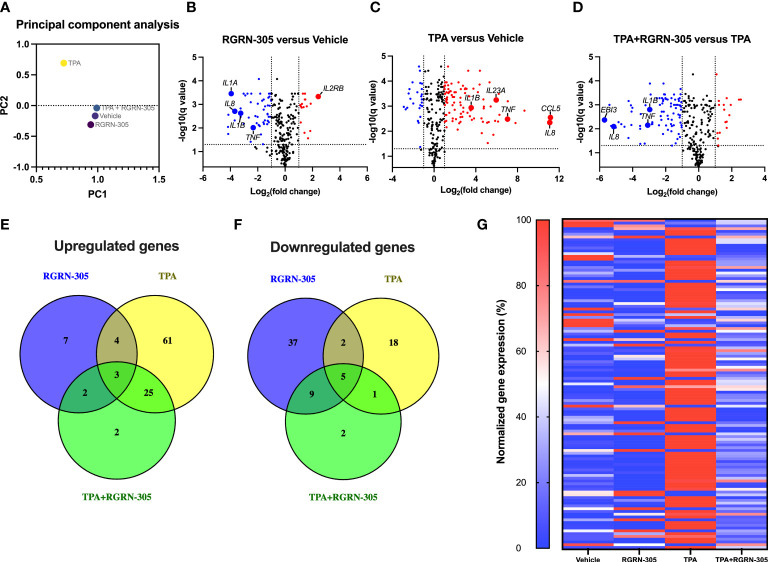
Nanostring nCounter gene expression analysis. Primary human keratinocytes were preincubated with RGRN-305 (5 µM) for 8 hours before stimulation with TPA (100 nM) for 8 hours (n = 6). **(A)** Principal-component analysis (PCA) of the cultured human keratinocytes. **(B–D)** Volcano plots showing log_2_ fold change (x-axis) and q-values (y-axis) comparing the different treatment groups: RGRN-305 versus vehicle **(B)** TPA versus vehicle **(C)** and TPA+RGRN-305 versus TPA **(D)**. The dashed horizontal lines indicate a q-value of 0.05, while the vertical lines mark a log_2_ fold change of 1. Red dots represent upregulated differentially expressed genes (DEGs), whereas blue dots represent downregulated DEGs. **(E, F)** Venn diagrams depicting overlapping upregulated **(E)** and downregulated **(F)** DEGs. **(G)** Heatmap of DEGs upon TPA stimulation. Gene expression was normalized to a scale ranging between 0 and 100%. The smallest and largest values of normalized gene counts across all samples for a given gene were defined as 0 and 100%, respectively. DEGs were defined as at least 1 log_2_ fold change and q-value < 0.05. DEG, differentially expressed gene. TPA, 12-O-Tetradecanoylphorbol-13-acetate.

The inhibitory effect of RGRN-305 on proinflammatory cytokines was confirmed by RT-qPCR validating that RGRN-305 significantly suppressed the mRNA levels of *TNF*, *IL1B* and *CXCL8* after 2, 4 and 8 hours of TPA-challenge (**Figure 2**). The tested concentrations of TPA and RGRN-305 were well-tolerated by the keratinocytes (3-6% cytotoxicity; **Figure S1**).

**Figure 2:**
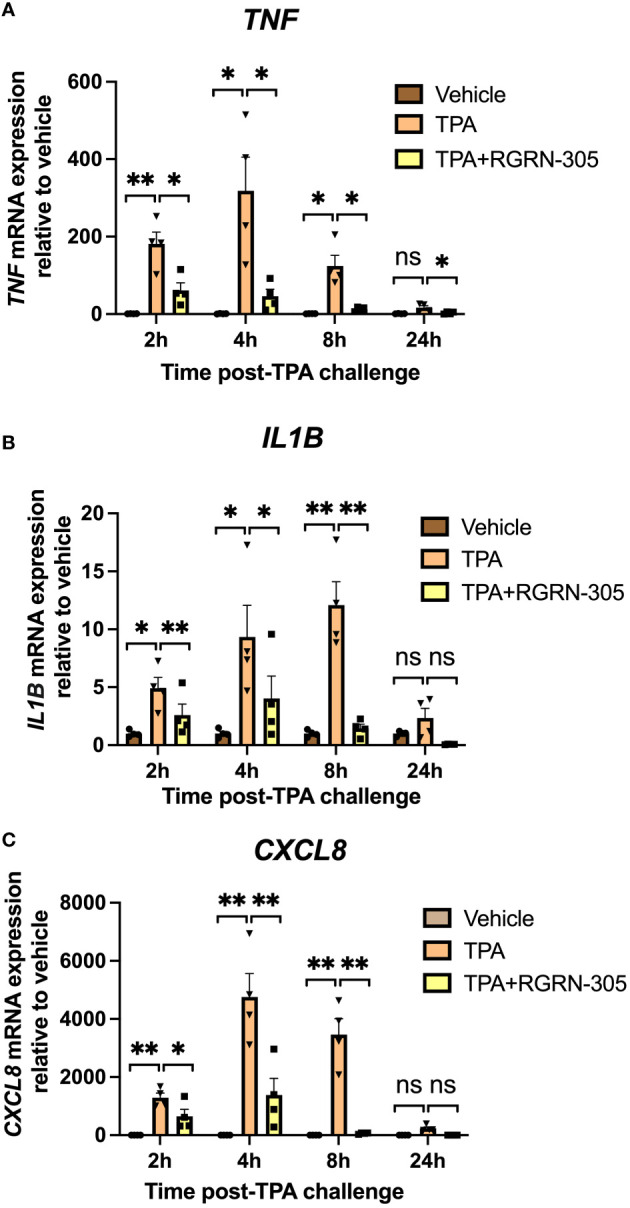
RT-qPCR gene expression analysis of primary human keratinocytes. Effects of RGRN-305 (5 µM) and TPA (100 nM) on mRNA levels were measured at indicated times by RT-qPCR (two independent experiments, n = 4). The mRNA levels of *TNF* **(A)**, *IL1B* **(B)** and *CXCL8* **(C)**, normalized to *RPLP0*, are shown as fold change relative to the vehicle group. Data are shown as mean ± SEM. *p < 0.05, **p ≤0.01. ns, not significant. TPA, 12-O-Tetradecanoylphorbol-13-acetate.

To better understand the molecular mechanisms of RGRN-305, we determined the levels of key phosphorylated/activated signaling proteins (**Figure 3**). TPA increased the phosphorylation status of p65/NF-κB, c-Jun and p38 MAPK, which was significantly decreased by RGRN-305 treatment. The phosphorylation of ERK1/2 was slightly decreased in keratinocytes stimulated with TPA for 15 minutes, whereas no significant effects were observed after 60 minutes (**Figure 3**).

**Figure 3:**
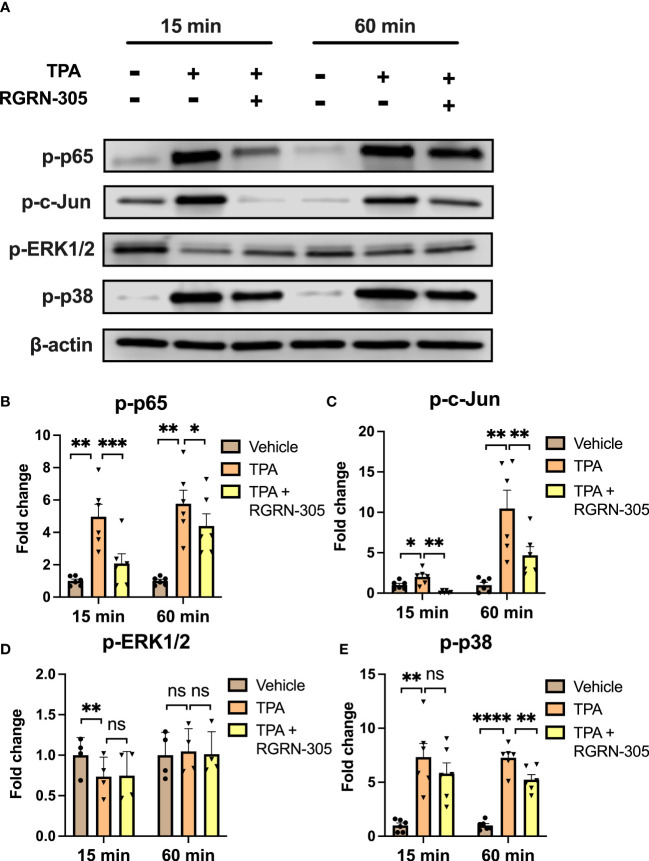
Effects of RGRN-305 on key signaling pathways in primary human keratinocytes. Phosphorylation status of key signaling molecules was determined in primary human keratinocytes preincubated with RGRN-305 (5 µM) and stimulated with TPA (100 nM) for 15 minutes and 60 minutes. **(A)** Representative Western blots and densitometric analyses of p-p65 **(B)**, p-c-Jun **(C)**, p-ERK1/2 **(D)** and p-p38 **(E)**. To normalize protein expression, β-actin was used as a loading control. Data are shown as mean ± SEM fold change relative to vehicle (3 independent experiments, n = 6). *p < 0.05, **p ≤0.01, ***p ≤0.001, ****p ≤ 0.0001. ns, not significant. TPA, 12-O-Tetradecanoylphorbol-13-acetate.

### Topically administered RGRN-305 significantly suppressed TPA-induced ear inflammation in mice

We next investigated the effect of topically applied RGRN-305 on TPA-induced ear inflammation in C57BL/6 mice. TPA-induced ear swelling was significantly suppressed by RGRN-305 corresponding to 89% and 40% inhibition of ear thickness increase 4 and 8 hours post-TPA application, respectively (**Figures 4A, B**). Similarly, histological analysis of ear tissue displayed substantial dermal oedema in mice treated with TPA, which was mitigated by RGRN-305 treatment (**Figure 4C**). Furthermore, RGRN-305 robustly reduced the TPA-induced mRNA levels of proinflammatory markers (*Tnf*, *Il1b*, *Il6*, *Il17A* and *Defb4*) measured by RT-qPCR (**Figures 4D–H**).

**Figure 4:**
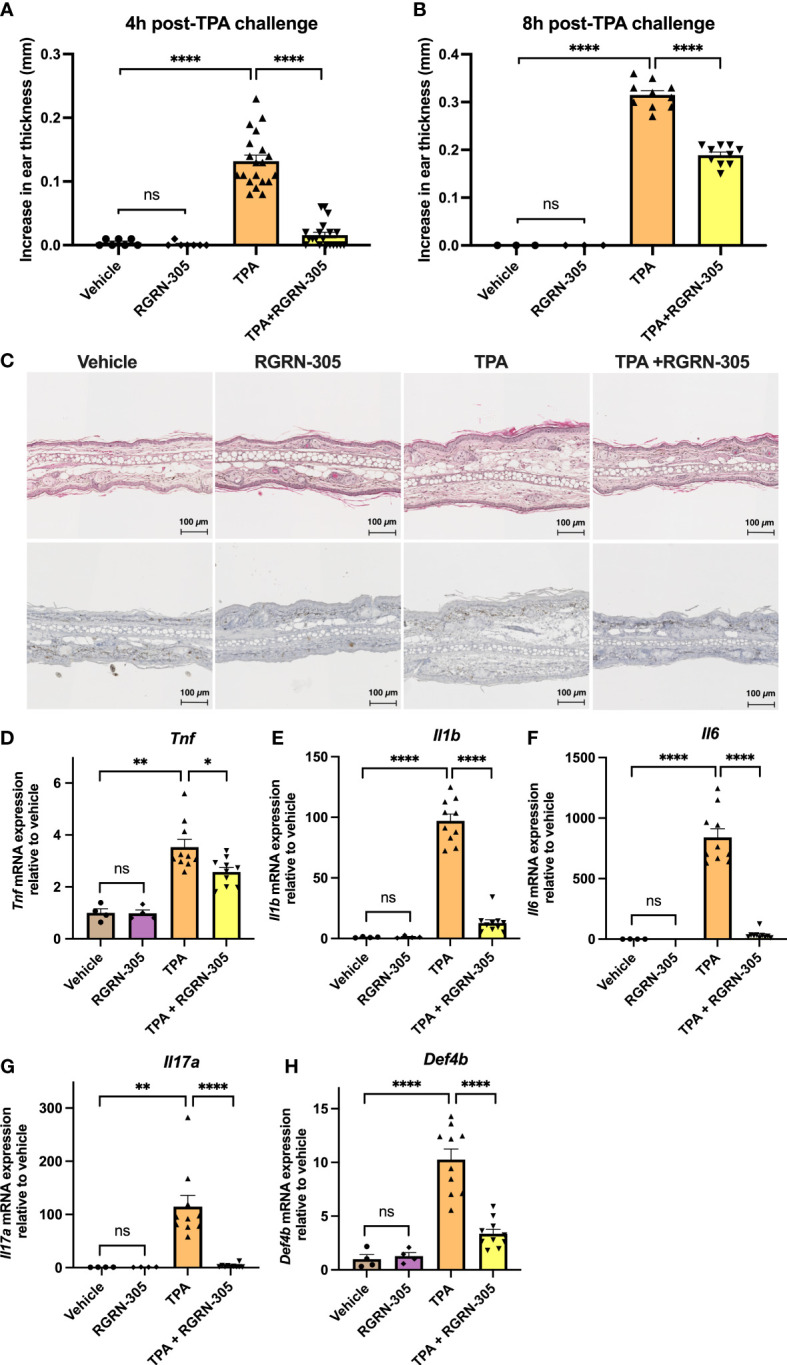
Effects of RGRN-305 on skin inflammation elicited by TPA in mice. C57BL/6 mice were pretreated topically with 1 mg/ear RGRN-305 or vehicle (acetone) 100 minutes before challenge with 2.5 µg TPA or vehicle. Two independent experiments were conducted. Total number of mice in treatment groups: vehicle = 7, RGRN-305 = 7, TPA = 20, TPA+RGRN-305 = 20. **(A, B)** Ear thickness change measured 4 **(A)** and 8 hours **(B)** post-TPA challenge. **(C)** Representative images of hematoxylin and eosin (upper panel) and Ki-67 (lower panel) stained histological sections of mice ears collected 4 hours post-TPA challenge (four to ten mice per treatment group). **(D–H)** mRNA expression of indicated proinflammatory cytokines measured by RT-qPCR in mice ear punch biopsies collected 4 hours post-TPA challenge (four to ten mice per treatment group, n = 28). Data are shown as mean ± SEM fold change relative to vehicle.*p < 0.05, **p ≤0.01, ***p ≤0.001, ****p ≤ 0.0001. TPA, 12-O-Tetradecanoylphorbol-13-acetate.

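Ear skin RNA of 28 female C57BL/6J mice was sequenced, from 4 mice treated with vehicle, 4 treated with the HSP90 inhibitor RGRN-305 alone, 10 treated with TPA and 10 treated with TPA+RGRN-305. TPA is a phorbol ester that activates protein kinase C and causes acute skin inflammation. RGRN-305 (1 mg per ear) or acetone was applied 100 min before TPA (2.5 µg per ear) or acetone, and the ear was sampled 4 hours after TPA. The paper reports 2 independent experiments for its mice, and since the sources used here do not say from which of them the sequenced mice came, no experiment term was fitted. The authors prepared stranded paired-end libraries, sequenced them on a NovaSeq instrument, aligned the reads to GRCm39 and counted uniquely aligned, unambiguous reads per gene with Subread version 2.10.3. Genes with near-identical copies, such as the hemoglobin and Sprr2a genes, lose reads in such counting, and their values are uncertain. The total count per mouse was 16751780 to 20240796 in the vehicle group (median 18715880), 18280469 to 21829979 with RGRN-305 alone (median 18910130.5), 17071579 to 24716640 with TPA (median 19762290.5) and 17435116 to 23619586 with TPA+RGRN-305 (median 20619049.5). These totals are counted reads, while the depth the paper states is in sequenced read pairs. Of 55414 genes in the deposited table, 37831 had a count and 18991 had enough counts to be tested. Raw counts were scaled by TMM and compared with the quasi-likelihood test of edgeR, fitted over all 28 mice, with Benjamini-Hochberg adjustment over the genes tested. As in Fig. 5, a differentially expressed gene (DEG) had an adjusted p under 0.05, an absolute log2 fold change above 1 and a mean normalized count above 50. TMM factors averaged 1.08, 1.06, 0.889 and 1.06 in the vehicle, RGRN-305, TPA and TPA+RGRN-305 groups. Scaling by library totals alone moved the median log2 fold change of all genes by -0.286 in TPA versus vehicle and by 0.257 in TPA+RGRN-305 versus TPA, so that changes smaller than this depend on the scaling.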

To gain further insights into alterations in the transcriptome, RNA sequencing was performed on the ear tissue (**Figure 5**). Samples derived from mice 4 hours post-TPA challenge were chosen given the relatively short half-life of RGRN-305 in different tissues (2-7 hours) (24) and the pronounced effect observed (89% inhibition). 

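Most of the variation among the ear profiles lay between vehicle mice and TPA mice. On the first principal component (PC1) of rlog values for the 500 most variable genes, vehicle mice lay at -22.6 ± 0.856 (SD, n = 4) and TPA mice at 26.4 ± 1.96 (SD, n = 10). Mice treated with RGRN-305 alone lay at -20.3 ± 2.27 (SD, n = 4). TPA+RGRN-305 mice lay at -9.22 ± 4.15 (SD, n = 10), which is 27.3% ± 8.48 of the distance from the vehicle mean to the TPA mean, with single mice at 15.8% to 46.4%. For RGRN-305 alone the same share was 4.68% ± 4.65. PC1 held 91.3% of the variance and the second component 2.72%. The genes leading the second component were Krt71 and Krt25, keratins of the growing hair follicle. The chemokine genes Ccl20, Cxcl1 and Ccl12 were also high among its genes. Vehicle mice lay at -5.69 to -3.58 on this component and TPA+RGRN-305 mice at -0.169 to 9.57, so that it did not hold hair follicle transcripts alone. In two-sided permutation tests on PC1, TPA differed from vehicle by 48.9 (exact p = 0.0020, the smallest p possible; adjusted over the 5 comparisons of groups 0.0025). TPA+RGRN-305 differed from TPA by -35.6 (permutation p = 2e-05, the smallest that 100000 resamples give; adjusted p = 1e-04). TPA+RGRN-305 differed from vehicle by 13.4 (exact permutation p = 0.0020). RGRN-305 alone differed from vehicle by 2.29 (exact permutation p = 0.143, adjusted p = 0.143).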

The PCA plot revealed that mice treated with vehicle or RGRN-305 alone did cluster and were only slightly separated from the mice treated with TPA+RGRN-305 unlike the distinctly separated pattern of mice challenged with TPA (**Figure 5A**). Likewise, as visually illustrated in the volcano plots, mice challenged with TPA caused a shift of DEGs towards the right indicating upregulation of DEGs compared with vehicle (**Figure 5B**). In contrast, the addition of RGRN-305 treatment to TPA caused a shift of DEGs towards the left, indicating downregulation of genes compared with mice challenged with TPA without RGRN-305 (**Figure 5C**). 

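The protease gene Adamts4 and the chemokine gene Ccl20 were among the 10 protein-coding DEGs with the highest fold changes after TPA. Adamts4 encodes a protease that cleaves proteoglycans and lies on chromosome 1 of GRCm39 from 171077986 to 171089841. Its normalized count rose from 10.2 ± 2.12 (SD, n = 4) in vehicle mice to 3599.6 ± 654 (SD, n = 10) in TPA mice, a log2 fold change of 8.45 (standard error 0.44, adjusted p = 8.6e-15, edgeR). Ccl20, a chemokine for dendritic cells and T cells (chromosome 1, 83094487 to 83096888), rose from 44.8 ± 51.3 to 6445 ± 1522, a log2 fold change of 7.13 (8.35 without vehicle replicate 3). Il6, Il19, Il1b, Cxcl2, Csf3, Trem1, Acod1 and C2cd4b were the other 8 of these 10. Csf3 and C2cd4b had 1 and 2 counts over the 4 vehicle libraries, so that their folds rest on few counts. Trp73 and Axin2 were among the 10 protein-coding DEGs that fell most. Trp73, a transcription factor related to Trp53 (chromosome 4, 154140706 to 154224665), fell from 442 ± 64.4 to 11.8 ± 8.30, a log2 fold change of -5.15 (standard error 0.31, adjusted p = 4.6e-14, edgeR). Axin2, a target gene and inhibitor of Wnt signaling (chromosome 11, 108811169 to 108841609), fell from 1576 ± 85.8 to 137 ± 26.9, a log2 fold change of -3.51. Trpv6, Mesp2, Ascl2, Npbwr1, Tfap2e, Art4, Pif1 and Sostdc1 fell by 4.26 (Trpv6) to 3.20 (Sostdc1) on the log2 scale. In all, 1445 DEGs were higher with TPA than with vehicle and 1014 were lower. At the adjusted p alone, 12509 genes passed, 5986 higher and 6523 lower. With scaling by library totals alone, 950 DEGs were higher and 1875 lower, and the higher genes made up 28.1% of those past the adjusted p instead of 47.9%.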

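Csf3, Acod1, Adamts4 and Trem1, which were among the 10 protein-coding DEGs with the highest TPA fold changes, were also among the 10 with the lowest fold change when RGRN-305 was added to TPA. Ptx3, a secreted pattern recognition protein of the pentraxin family (chromosome 3, 66127331 to 66133226), fell from 3807 ± 812 normalized counts (SD, n = 10) in TPA mice to 83.5 ± 69.9 (SD, n = 10) in TPA+RGRN-305 mice, where vehicle mice had 40.8 ± 9.00 (SD, n = 4). Its log2 fold change was -5.51 (standard error 0.26, adjusted p = 1.2e-15, edgeR). Calca, which encodes calcitonin and the neuropeptide CGRP (chromosome 7, 114230712 to 114235592), fell from 179.6 ± 38.7 to 3.70 ± 4.53, a log2 fold change of -5.56. With these and Ccl4, Il24, Mmp8 and Retnlg, the 10 lowest protein-coding DEGs fell by 4.89 (Retnlg) to 5.56 (Csf3) on the log2 scale. Trp73 and Axin2, which TPA had lowered, were higher in TPA+RGRN-305 mice than in TPA mice, at 327 ± 115 and 1084 ± 227. Their log2 fold changes were 4.72 (standard error 0.28, adjusted p = 3.1e-14, edgeR) and 2.97. Wnt3a, a ligand of Wnt signaling (chromosome 11, 59138859 to 59181584), rose from 28.3 ± 10.6 in TPA mice to 246 ± 35.7, with 185 ± 39.8 in vehicle mice. Tfap2e, Mesp2, Ascl2, Npbwr1, Art4, Trpv6 and Pif1 made up the rest of the 10 highest, with log2 fold changes from 3.47 (Tfap2e) to 2.70 (Pif1). In TPA+RGRN-305 versus TPA, 511 DEGs were higher and 875 lower, and 6246 and 6178 genes passed the adjusted p alone. With library totals alone, 1040 DEGs were higher and 597 lower, and 74.1% of the genes past the adjusted p were higher instead of 50.3%.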

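Rpl27-ps1, Tnfrsf9, Fosl1 and Epgn were examined in mice treated with RGRN-305 alone. Fosl1, a subunit of the AP-1 transcription factor (chromosome 19, 5497575 to 5505974), had 133 ± 91.4 normalized counts (SD, n = 4) in vehicle mice and 507 ± 323 (SD, n = 4) in RGRN-305 mice, a log2 fold change of 1.92 (standard error 0.48, adjusted p = 0.413 by edgeR and 0.0450 by the DESeq2 Wald test; 2.53 without vehicle replicate 3 and 1.45 without RGRN-305 replicate 2). Epgn, which encodes epigen, a ligand of the epidermal growth factor receptor (EGFR; chromosome 5, 91175323 to 91183074), had 16.0 ± 9.98 and 77.8 ± 42.1, a log2 fold change of 2.23 (standard error 0.66, adjusted p = 0.413 by edgeR and 0.0070 by DESeq2). Tnfrsf9, a co-stimulatory receptor of T cells (chromosome 4, 150999019 to 151030559), had 37.2 ± 9.56 and 76.2 ± 16.5, a log2 fold change of 1.02 (standard error 0.21, adjusted p = 0.286 by edgeR and 0.0082 by DESeq2). Rpl27-ps1, a pseudogene of a ribosomal protein gene whose reads are hard to tell from those of its parent (chromosome 1, 171132660 to 171133067), had 46.8 ± 7.29 and 95.3 ± 33.7, a log2 fold change of 1.02 (standard error 0.25, adjusted p = 0.374 by edgeR and 0.0486 by DESeq2). With edgeR, 0 genes were DEGs and 0 passed the adjusted p alone, the smallest being 0.286, while 1777 genes had an unadjusted p under 0.05, against 949.55 by chance. Genes vary together between mice, so that chance can give counts far from this mean, and the excess was not tested. DESeq2 called these 4 genes as DEGs, all higher with RGRN-305, and 19 genes at the adjusted p alone. In data simulated at these group sizes, edgeR called 95% of genes changed 2-fold and 98% of genes changed 4-fold (100 genes of each among 18611). The changed genes were drawn only from those above a minimum mean count. These rates do not carry over to low-count genes or to genes that vary much between mice. Fosl1 and Epgn did not pass edgeR at log2 fold changes of 1.92 and 2.23.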

RGRN-305 alone did not lead to any meaningful changes in gene expression since only 4 genes (*Rpl27-ps1*, *Tnfrsf9*, *Fosl1*, *Epgn*) were differentially expressed (**Figure 5D**). Additionally, in a heatmap with hierarchical clustering (**Figure 5E**), mice treated with RGRN-305+TPA were clustered with mice treated with vehicle or RGRN-305 alone, whereas mice treated solely with TPA were separated. Collectively, our data demonstrate that RGRN-305 mitigated the TPA-induced alterations in gene expression. 

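The DEGs of TPA versus vehicle were clustered as z-scores of rlog values with complete linkage. The top split placed the 10 TPA mice on 1 side and the other 18 mice on the other, among them 4 vehicle, 4 RGRN-305 and 10 TPA+RGRN-305 mice. At 3 clusters the 10 TPA+RGRN-305 mice formed a cluster apart from the 8 vehicle and RGRN-305 mice. Average linkage, Ward linkage and log2 CPM values also kept the 10 TPA+RGRN-305 mice in 1 of 3 clusters, with 0 vehicle or RGRN-305 mice in it. With 1 minus the Pearson correlation as distance, 9 of the 10 TPA+RGRN-305 mice shared a cluster with the 8 vehicle and RGRN-305 mice, and over all genes tested the 10 shared one with 7 of the 8. Since the genes were chosen for their difference between TPA and vehicle, a separation of those groups is built in, and no test was made between clusters.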

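RGRN-305 moved nearly all genes of the TPA response part of the way back to the vehicle level. Of the 1445 DEGs raised by TPA, 1429 were lower in TPA+RGRN-305 mice than in TPA mice at an adjusted p under 0.05 from edgeR (856 of them as DEGs), and the other 16 did not pass. Of the 1014 DEGs lowered by TPA, 1012 were higher (495 as DEGs) and 2 did not pass. The median log2 fold change over vehicle of the raised genes was 1.56 with TPA and 0.48 with TPA+RGRN-305, with 70.1% of the change removed in the median gene (quartiles 60.7% to 78.9%). For the lowered genes it was -1.32 and -0.38, with 72.8% removed (quartiles 65.2% to 81.5%). Among the 16 raised genes that did not pass were the chemokine gene Ccl12 (chromosome 11, 81992645 to 81994466), with 99.1 ± 45.1 normalized counts (SD, n = 10) with TPA and 121 ± 57.9 (SD, n = 10) with TPA+RGRN-305, the transcription factors Etv4 (444 ± 72.6 and 505 ± 89.5) and Klf2, the Wnt ligand Wnt10a and the deiodinase Dio2, which activates thyroid hormone. Against vehicle, 1037 of the raised genes were still higher with TPA+RGRN-305 at the adjusted p (220 as DEGs), and 626 of the lowered genes were still lower (7 as DEGs). Ccl20, the EGFR ligand gene Epgn, the chemokine gene Cxcl1, Nppb and Egr4 had the highest fold changes over vehicle with TPA+RGRN-305 among protein-coding DEGs whose 2 groups did not overlap, and Epgn had 2029.99 ± 354 normalized counts with TPA and 373 ± 178 with TPA+RGRN-305. In single mice, the mean TPA rise over the raised genes reached 31.5% ± 8.43 with TPA+RGRN-305 (19.4% to 50.3%) and 7.53% ± 4.89 with RGRN-305 alone (0.446% to 11.4%). The mean TPA fall over the lowered genes reached 26.8% ± 8.02 with TPA+RGRN-305 and 11.5% ± 7.17 with RGRN-305 alone (22.2% in mouse 1, next 8.28%). The vehicle mice that set 0% also served to choose these genes, which by itself can move the other groups toward TPA. The comparisons with vehicle and with TPA+RGRN-305 share the TPA libraries. In 3 simulations without an effect of RGRN-305, 0 raised and 0 lowered genes moved back. This was nearly fixed in advance, as the adjusted p allows few calls where no gene differs. Independent lists of these lengths would share 470.1 and 333.5 genes, but comparisons that share libraries are not independent. With genes chosen on TPA mice 1 to 5 and measured on TPA mice 6 to 10, 1286 of 1304 raised and 967 of 978 lowered genes moved back, and with the mice exchanged 1521 of 1547 and 1108 of 1132. From the principal component plot, the volcano plots, the few DEGs with RGRN-305 alone and the clustering in Fig. 5A-E, the paper concludes that RGRN-305 mitigated the changes in gene expression caused by TPA.

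**Figure D1:**
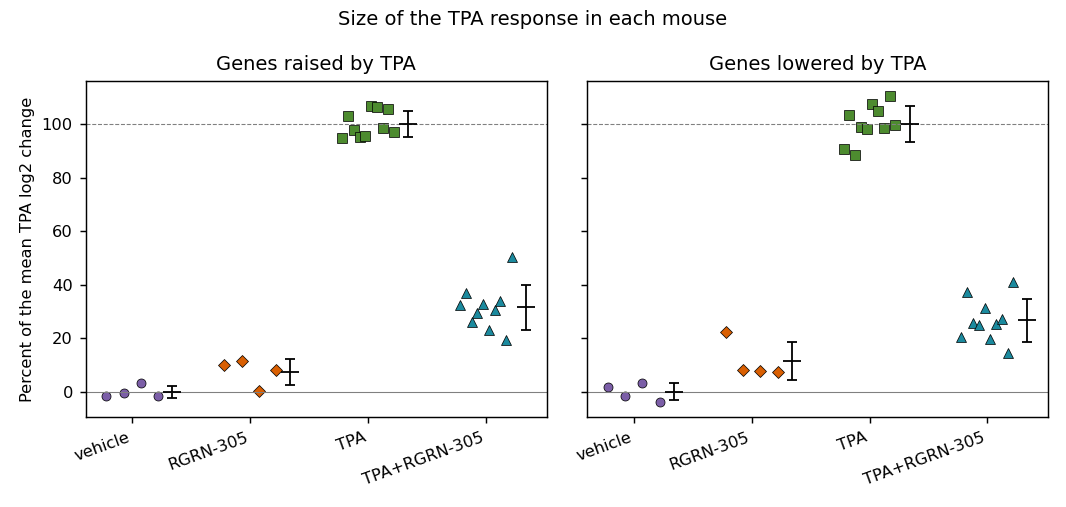
Size of the TPA response in each mouse, as the percent of the mean TPA log2 change (y axis) averaged over TPA-induced genes (left panel) and TPA-reduced genes (right panel), with 1 point per mouse in the vehicle, RGRN-305, TPA and TPA+RGRN-305 groups. The solid line marks 0% and the dashed line 100%, and the TPA+RGRN-305 mice lie between 19.4% and 50.3% in the left panel.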

Lists of all genes in the differential gene expression analyses are available in **Table S2**. Moreover, the RNA sequencing data demonstrated that TPA-induced skin inflammation evoked significant upregulation of *Hsp90aa1* (2.68 fold) and *Hsp90ab1* (1.19 fold), whereas no changes were observed for *Hsp90b1* and *Trap1* gene expression (**Figure S2**).

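Hsp90aa1, the stress-inducible cytosolic form of HSP90 (chromosome 12, 110656842 to 110669166), had 988 ± 50.3 normalized counts (SD, n = 4) in vehicle mice and 2609.97 ± 227 (SD, n = 10) in TPA mice, a log2 fold change of 1.40 (standard error 0.10, adjusted p = 1.1e-14, edgeR) and a fold of 2.64. It fell to 1308 ± 158 (SD, n = 10) in TPA+RGRN-305 mice, by 1.00 on the log2 scale against TPA (adjusted p = 7.5e-15, edgeR), and was 1221 ± 234 (SD, n = 4) with RGRN-305 alone, a log2 fold change of 0.31 (adjusted p = 0.441, edgeR). Hsp90ab1, the constitutive cytosolic form (chromosome 17, 45878552 to 45891949), had 26521 ± 576 in vehicle and 31122 ± 1322 in TPA mice, a log2 fold change of 0.23 (standard error 0.05, adjusted p = 3.7e-04, edgeR) and a fold of 1.17. It was 25604 ± 1474 with TPA+RGRN-305, a log2 fold change of -0.28 against TPA. Hsp90b1, the form of the endoplasmic reticulum (chromosome 10, 86526073 to 86541446), had log2 fold changes of 0.01 with TPA (adjusted p = 0.863, edgeR) and -0.14 in TPA+RGRN-305 versus TPA (adjusted p = 0.0104, edgeR). Trap1, the mitochondrial form (chromosome 16, 3856215 to 3895716), had -0.06 (adjusted p = 0.317) and -0.03 (adjusted p = 0.481, edgeR). The small changes depend on the scaling: with library totals alone the TPA log2 fold change was -0.057 for Hsp90ab1, -0.27 for Hsp90b1 and -0.35 for Trap1, and in TPA+RGRN-305 versus TPA it was -0.024, 0.12 and 0.23. All 10 TPA mice had more Hsp90aa1 than every vehicle mouse (exact two-sided permutation p = 0.0020, the smallest possible; adjusted over 12 tests 0.0056), and all 10 TPA+RGRN-305 mice had less than every TPA mouse (permutation p = 2e-05, the smallest possible). With RGRN-305 alone, 4 of 4 mice had more Hsp90aa1 than every vehicle mouse (exact permutation p = 0.0286, the smallest possible; adjusted over 12 tests 0.0490). Of 30 genes of the heat shock response driven by the transcription factor HSF1, 21 rose and 4 fell with TPA, and 6 rose and 19 fell in TPA+RGRN-305 versus TPA (the same counts adjusted over the list alone). The co-chaperones Dnajb1 and Bag3 and the chaperone Hspa8 had TPA log2 fold changes of 2.07, 1.47 and 1.35 and fell by 1.45, 1.12 and 0.83 on the log2 scale when RGRN-305 was added. Hsf2 went the other way, at -1.59 and 1.15. Hspa1a and Hspa1b, near-identical inducible HSP70 genes whose values are uncertain, had TPA log2 fold changes of 0.02 (adjusted p = 0.864, edgeR) and -0.01 (adjusted p = 0.899, edgeR) and were higher by 0.32 and 0.42 on the log2 scale in TPA+RGRN-305 versus TPA. The list had adjusted p = 0.2998 and 0.489 by camera of limma with an estimated correlation, and with library totals alone 15 members rose and 9 fell with TPA and 11 rose and 14 fell with the addition of RGRN-305. With RGRN-305 alone, 0 of the 30 passed by edgeR (6 higher when adjusted over the list alone), while DESeq2 called Hspa8 (log2 fold change 0.45, adjusted p = 0.0360).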

**Figure 5:**
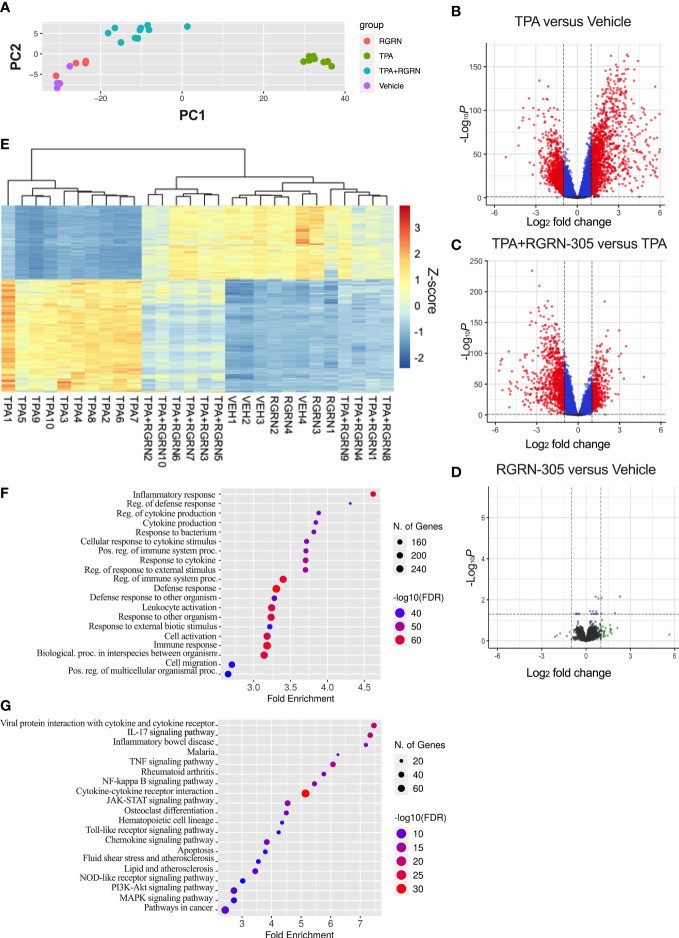
RNA sequencing of ear biopsies from mice 4 hours post-TPA challenge. Number of mice in treatment groups: vehicle = 4, RGRN-305 = 4, TPA = 10, TPA+RGRN-305 = 10). **(A)** Principal component analysis (PCA) performed on regularized log (rlog) transformed normalized counts for the 28 samples. **(B–D)** Volcano plots depicting log_2_ fold change (x-axis) and adjusted p-values (y-axis) comparing the different treatment groups. The dashed horizontal lines indicate a q-value of 0.05, whereas the vertical lines mark a log_2_ fold change of 1. Red dots represent differentially expressed genes (DEGs). Genes were filtered to include those with a base mean > 50 (mean of normalized counts of all samples). **(E)** Heatmap of DEGs upon TPA-induced inflammation (log_2_fold change > 1 and base mean > 50). The gene expression levels are normalized z-score values determined from rlog normalized counts. Rows represent genes, whereas the columns represent each sample. **(F, G)** Enrichment analyses of Gene Ontology biological processes **(F)** and KEGG pathways **(G)** significantly enriched in downregulated DEGs (log_2_fold change < -1) comparing TPA+RGRN-305 versus TPA. The top 20 terms ranked by smallest false discovery rate are presented. DEG, differentially expressed genes. TPA, 12-O-Tetradecanoylphorbol-13-acetate.

To further investigate the biological roles of the alterations in gene expression, we conducted a Gene Ontology enrichment analysis of downregulated DEGs comparing mice treated with RGRN-305+TPA versus TPA (**Figure 5F**). 

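Lists of inflammatory genes fell nearly as a whole when RGRN-305 was added to TPA. Of 32 inflammatory cytokine genes, 30 rose and 1 (Il18) fell with TPA, and 29 fell and 1 (Il18) rose in TPA+RGRN-305 versus TPA, the same counts adjusted over the list alone. Their mean log2 CPM was 0.525 ± 0.144 (SD, n = 4) in vehicle, 3.42 ± 0.180 (SD, n = 10) in TPA and 1.51 ± 0.335 (SD, n = 10) in TPA+RGRN-305 mice. Il24 fell by 4.97 and Il10, an anti-inflammatory cytokine, by 3.64 on the log2 scale. Of 28 chemokine genes, 23 rose and 2 fell with TPA, and 22 fell and 2 rose with RGRN-305 added. Cxcl2 and Cxcl3, which attract neutrophils, and Ccl4, which attracts monocytes and T cells, fell by 3.75, 4.55 and 4.99 on the log2 scale. Ccl27a and Cx3cl1 went the other way, with TPA log2 fold changes of -0.74 and -0.36. Of 19 neutrophil markers, 18 rose with TPA and 18 fell with RGRN-305 added, and G0s2 did the reverse. The median log2 fold changes of the list were 5.45 and -3.59, led by Trem1, Retnlg and the receptor Fpr1. Of 11 genes of endothelial activation, 9 rose with TPA, and 9 fell and 1 rose in TPA+RGRN-305 versus TPA. The leukocyte adhesion molecules Sele (E-selectin; chromosome 1, 163867401 to 163886055) and Selp (P-selectin) had 51.3 ± 12.4 and 58.8 ± 6.89 normalized counts in vehicle mice, 1702.5 ± 239 and 1795 ± 303 in TPA mice and 199 ± 101 and 138 ± 78.1 in TPA+RGRN-305 mice. Of 27 proteases and inhibitors of tissue remodelling, 24 rose with TPA, and 24 fell and 1 (Adamts5, 0.25) rose with RGRN-305 added. The neutrophil collagenase Mmp8 fell by 4.91 and the inhibitor Timp1 by 3.89 on the log2 scale. Of 26 keratins and cornified envelope genes induced by stress, 22 rose with TPA (23 adjusted over the list alone) and 23 fell with RGRN-305 added, among them Sprr2g, from 1252.5 ± 320 to 99.7 ± 51.6. Sprr2a1, Sprr2a2 and Sprr2a3 share reads and did not pass. Among the 875 lower DEGs of TPA+RGRN-305 versus TPA, 14 of 38 gene lists were over-represented (one-sided Fisher's exact test, background 14233 genes that could be DEGs). They included 18 of 21 cytokine genes (1.29 expected, adjusted p = 2.8e-18, Fisher's exact test), 18 of 22 stress keratins (1.35 expected), 19 of 26 proteases (1.60 expected), 13 of 20 chemokines (1.23 expected), 11 of 15 neutrophil markers (0.922 expected) and 8 of 10 genes of endothelial activation (0.615 expected). Fisher's test takes genes as independent. Against other genes, 18 lists passed camera with a preset correlation of 0.01 in this comparison and 17 in TPA versus vehicle, and with an estimated correlation 0 passed in either: adjusted p = 0.120 for cytokines, neutrophil markers, endothelial activation and proteases, 0.219 for chemokines and 0.221 for stress keratins in TPA+RGRN-305 versus TPA.

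**Figure D2:**
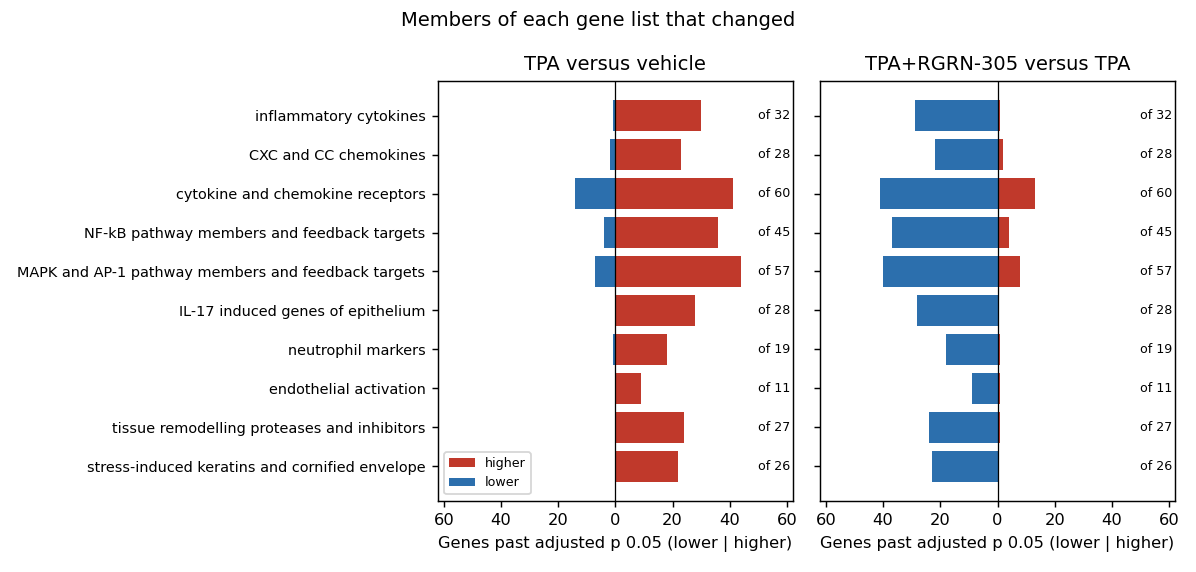
Members of each gene list that changed, for 10 lists in TPA versus vehicle and in TPA+RGRN-305 versus TPA. Bars to the right (red) count genes that were higher and bars to the left (blue) genes that were lower at an adjusted p under 0.05 from edgeR, for example 30 and 1 of the 32 cytokine genes in TPA versus vehicle.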

Our analyses showed that the majority of the top 20 terms were related to inflammation, indicating that RGRN-305 suppressed genes implicated in inflammation. Furthermore, using KEGG pathways, we detected an overrepresentation of downregulated DEGs in several inflammatory signaling pathways such as NF-κB and MAPK (**Figure 5G**). 

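Most members of the NF-κB and MAPK lists rose with TPA and fell when RGRN-305 was added. Of 45 NF-κB pathway members and feedback targets, 36 rose and 4 fell with TPA, and 37 fell and 4 rose in TPA+RGRN-305 versus TPA, the same counts adjusted over the list alone. Bcl3, a nuclear regulator of NF-κB (chromosome 7, 19541553 to 19557570), had 97.5 ± 24.1 normalized counts (SD, n = 4) in vehicle, 5285 ± 640.2 (SD, n = 10) in TPA and 812 ± 426 (SD, n = 10) in TPA+RGRN-305 mice. Its log2 fold changes were 5.76 (standard error 0.44, adjusted p = 1.7e-11, edgeR) and -2.71. Tnfaip3 and Tnip3, inhibitors of NF-κB signaling, fell by 2.34 and 2.56 and the adhesion molecule Icam1 by 2.35 on the log2 scale with RGRN-305 added. The opposite course was taken by Tab1, an adaptor of the kinase TAK1 (-1.23 with TPA and 1.12 with RGRN-305 added), by the kinase subunit Ikbkg, and by Traf5 and Cyld. Of 57 MAPK and AP-1 genes, 44 rose and 7 fell with TPA, and 40 fell and 8 rose with RGRN-305 added. Fosl1 rose to 9873 ± 1774 with TPA and was 2038 ± 904 with TPA+RGRN-305, log2 fold changes of 6.21 over vehicle (6.81 without vehicle replicate 3) and -2.28 against TPA. The phosphatase gene Dusp6 and Phlda1, both feedback targets, had 4.14 and 4.36 with TPA and fell by 1.81 and 2.56 on the log2 scale. The kinases Map3k1 (-1.18 and 0.77), Map2k6 and Mapk14 (p38α; -0.51 and 0.47) went the other way, and Fos had a TPA log2 fold change of 1.24 (adjusted p = 0.121, edgeR). Of 7 EGFR ligands, 5 rose with TPA and fell with RGRN-305 added, while Egf did the reverse. Hbegf went from 206 ± 64.7 to 12563 ± 1510.0 and then 1690.3 ± 738, and the log2 fold changes of Areg were 6.56 (7.18 without vehicle replicate 3) and -2.83. The median log2 fold changes with TPA and with RGRN-305 added were 1.89 and -1.12 for the NF-κB list and 1.204 and -0.718 for the MAPK list, beside 5.45 and -3.59 for neutrophil markers. Of the DEGs lower with RGRN-305 added, 21 of 42 NF-κB genes (2.58 expected, adjusted p = 3.5e-14), 23 of 57 MAPK genes (3.50 expected, adjusted p = 4.7e-13) and 5 of 7 EGFR ligands were over-represented by Fisher's exact test. With an estimated correlation, camera gave adjusted p = 0.120 for both pathways and 0.227 for the ligands. With library totals alone, 33 NF-κB genes fell and 8 rose with RGRN-305 added, and 35 MAPK genes fell and 14 rose.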

To further elucidate the molecular effect of RGRN-305, we used Western blot to demonstrate that RGRN-305 treatment significantly decreased TPA-induced phosphorylation/activation of p65/NF-κB, c-Jun, ERK1/2 and p38 MAPK (**Figure 6**).

**Figure 6:**
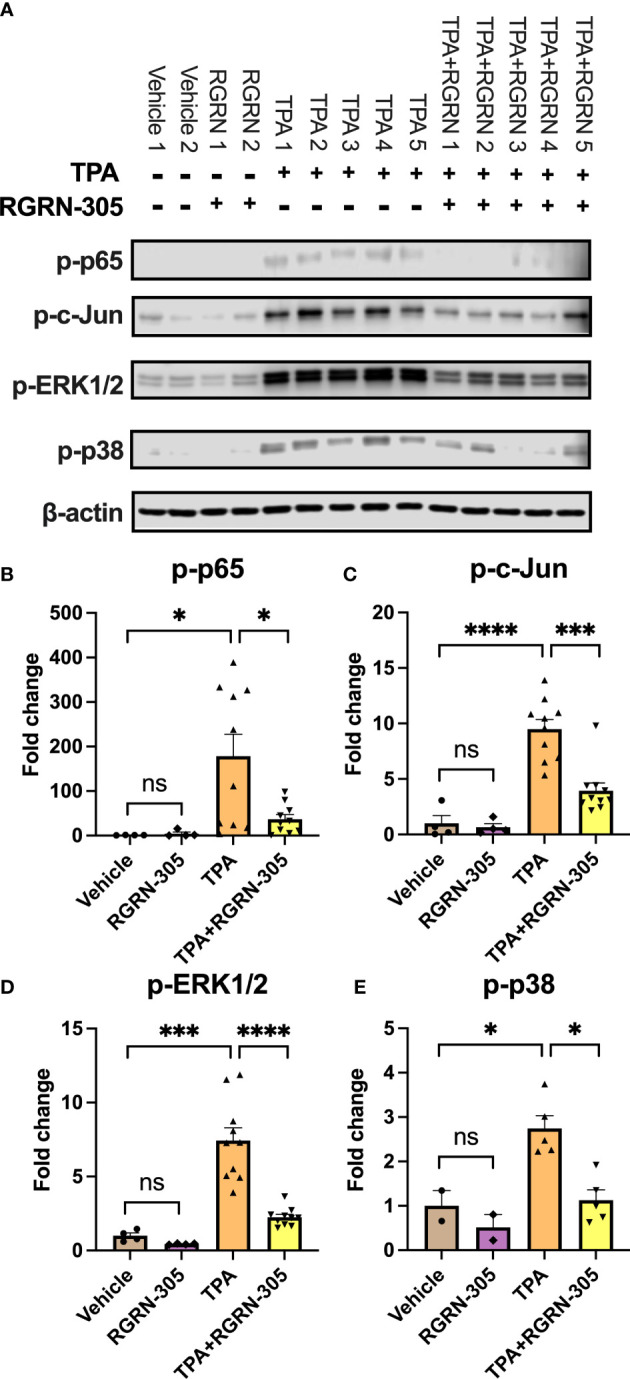
Effects of RGRN-305 on the phosphorylation status of key signaling molecules in mice challenged with TPA post 4 hours. **(A)** Representative Western blots and densitometric analyses of p-p65 **(B)**, p-c-Jun **(C)**, p-ERK1/2 **(D)** and p-p38 **(E)**. β-actin was used as a loading control. Four to ten mice per treatment group. Data are shown as mean ± SEM fold change relative to vehicle. *p < 0.05, **p ≤0.01, ***p ≤0.001, ****p ≤ 0.0001. ns, not significant. TPA, 12-O-Tetradecanoylphorbol-13-acetate.

Taken together, HSP90 inhibition robustly suppressed TPA-induced inflammation by targeting key inflammatory pathways.

## Discussion

In this study, we demonstrated several anti-inflammatory mechanisms of HSP90 inhibition leading to suppression of inflammation induced by TPA in primary human keratinocytes and in a murine model, supporting the hypothesis that HSP90 inhibition alleviates skin inflammation. Additionally, we demonstrated that RGRN-305 may be administered topically, offering advantages given the lower systemic exposure and higher tolerability, which prompts further clinical evaluation in inflammatory skin diseases.

HSP90 inhibitors have been in development (phase I-III) for oncologic indications for several decades, though the research concerning inflammation is relatively scarce (35). Our results are consistent with other animal studies in which HSP90 inhibition suppressed inflammatory pathways and improved the clinical course in inflammatory models (rheumatoid arthritis, systemic lupus erythematous, epidermolysis bullosa acquisita and psoriasis) (16–21). In line with other studies, our results showed that HSP90 inhibition led to inhibition of key proinflammatory cytokines (e.g., TNF, IL-1β, IL-6, IL-8) (16, 17, 25). Furthermore, key signaling pathways implicated in inflammation including NF-kB and MAPK kinase signaling (ERK1/2, p38, JNKs) have been shown to be suppressed by HSP90 inhibition in experimental models within rheumatology, which is consistent with our findings (16, 17, 36, 37). Remarkably, the phosphorylation level of ERK1/2 in our primary human keratinocytes was not increased by TPA or inhibited by RGRN-305. This is likely due to elevated baseline levels mediated by a separate and HSP90-independent pathway as suggested by the abundant expression in the vehicle-treated samples. Nonetheless, the samples from mice showed that p-ERK1/2 was significantly increased by TPA and reduced by RGRN-305 treatment. In accordance, RGRN-305 has been shown to block p-ERK1/2 signaling in cancer cell lines (24).

Given the relatively short half-life of RGRN-305 (2-7 hours), it is not surprising that the efficacy measured as inhibition of the ear thickness increase faded from 89% (4 hours post-TPA challenge) to 40% (8 hours post-TPA challenge; **Figures 4A, B**). Potential strategies to improve the efficacy of RGRN-305 may be frequent drug applications or increasing the half-life and skin permeation by optimized drug formulations.

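Among the 10 TPA+RGRN-305 mice, the share of the TPA response that remained differed from mouse to mouse. The mean TPA rise over TPA-induced DEGs reached 50.3% in mouse 10, 36.8% in mouse 2, 34.1% in mouse 8, 32.7% in mouse 5, 32.5% in mouse 1, 30.6% in mouse 7, 29.4% in mouse 4, 26.2% in mouse 3, 23.2% in mouse 6 and 19.4% in mouse 9. The mean TPA fall over TPA-reduced DEGs ranged from 14.6% in mouse 9 to 41.1% in mouse 10. In the complete linkage clustering, the TPA+RGRN-305 mice divided at 5 clusters, with mice 2 and 10 apart from the other 8. Il6 was highest in mouse 10 (log2 normalized count 7.72, next 6.13), as was Hsp90aa1 (10.7, next 10.4). These are single mice, and no test was made between clusters formed from their own expression.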

**Figure 5E** shows two separate clusters of TPA+RGRN-305-treated mice; however, no differences were found in ear thickness reduction or inflammatory markers measured by RT-qPCR. The separation may be caused by random variation due to factors such as scratching or grooming of the ears.

Considering the various functions of HSP90 client proteins, the relevant anti-inflammatory mechanisms of HSP90 as it relates to individual inflammatory skin diseases still need to be fully elucidated. However, our enrichment analyses demonstrated that the KEGG pathway ‘cytokine-cytokine receptor interaction’ was significantly enriched, suggesting that HSP90 inhibition may target cytokine receptors. The pathway diagram illustrated that genes related to cytokine receptors were targeted (**Figure S3**), supporting a mechanism of action encompassing cytokine receptors in addition to proinflammatory cytokines and intracellular signaling molecules.

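Cytokine and chemokine receptor genes moved both ways. Of 60 receptor genes, 41 rose and 14 fell with TPA, and 41 fell and 13 rose in TPA+RGRN-305 versus TPA (41 and 14 adjusted over the list alone). Csf3r, the G-CSF receptor of neutrophils (chromosome 4, 125918262 to 125938236), had 29.3 ± 2.58 normalized counts (SD, n = 4) in vehicle, 1374.6 ± 316 (SD, n = 10) in TPA and 115 ± 62.8 (SD, n = 10) in TPA+RGRN-305 mice. Its log2 fold changes were 5.54 (standard error 0.38, adjusted p = 1.2e-12, edgeR) and -3.59. The chemokine receptors Ccr1 (4.34 and -3.25) and Cxcr2 (3.43 and -2.50) and the shared IL-4 and IL-13 receptor chain Il4ra (3.03 and -2.22) took the same course. Csf3r, Cxcr2 and Il1r2 are also members of the list of neutrophil markers. Among the receptors that went the other way were the IL-20 receptor chains Il20rb (-2.12 with TPA and 1.92 with RGRN-305 added) and Il20ra (-1.83 and 1.27), the IL-17 receptor chain Il17re (-1.64 and 1.52) and the IL-22 receptor chain Il22ra1 (-1.21 and 0.79). Of the lower DEGs of TPA+RGRN-305 versus TPA, 20 of 51 receptor genes were over-represented (3.14 expected, adjusted p = 3.3e-11, Fisher's exact test), and camera with an estimated correlation gave adjusted p = 0.119 with TPA and 0.120 with RGRN-305 added. With library totals alone, 36 rose and 16 fell with TPA, and 38 fell and 16 rose with RGRN-305 added.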

A recent clinical trial of 13 patients demonstrated that orally dosed RGRN-305 led to improvement of plaque psoriasis (26). In line with our data, the transcriptome analyses indicated that the immunoregulatory effects of HSP90 inhibition were mediated by targeting proinflammatory pathways (25, 26). 

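Of 28 genes that IL-17 induces in epithelium, all 28 rose with TPA and all 28 fell in TPA+RGRN-305 versus TPA (edgeR), also when adjusted over the list alone and with library totals alone. Part of the list is shared with the cytokine and chemokine lists, and the neutrophil markers moved the same way (median log2 fold changes 5.45 and -3.59, against 3.97 and -2.12 for this list), with S100a8 and S100a9 in both lists. Its mean log2 CPM was 1.31 ± 0.382 (SD, n = 4) in vehicle, 5.55 ± 0.156 (SD, n = 10) in TPA and 3.04 ± 0.389 (SD, n = 10) in TPA+RGRN-305 mice. Cxcl2 (chromosome 5, 91051730 to 91053797) went from 12.6 ± 6.51 normalized counts to 2261 ± 328 with TPA and 168 ± 81.2 with TPA+RGRN-305. S100a9, a subunit of the neutrophil and keratinocyte protein calprotectin, went from 33.5 ± 20.3 to 1486.5 ± 317 and 106 ± 66.3, and Lcn2, which encodes the iron-binding lipocalin of innate immunity, from 56.3 ± 13.8 to 728 ± 98.5 and 97.0 ± 32.0. With RGRN-305 added, S100a9 fell by 3.81 and Lcn2 by 2.91 on the log2 scale (adjusted p = 4.0e-12 and 4.8e-18, edgeR). Of the lower DEGs of TPA+RGRN-305 versus TPA, 24 of 24 members that could be DEGs were included (1.48 expected, adjusted p = 2.4e-28, Fisher's exact test). With an estimated correlation, camera gave adjusted p = 0.0840 with TPA and 0.120 with RGRN-305 added.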

Other significant pathways in our enrichment analyses included the IL-17 signaling pathway. Considering the prominent role of IL-17 signaling in psoriasis, our findings support the reported beneficial effect of HSP90 inhibition in this disease (26, 38). Moreover, the pathway diagram of IL-17 signaling showed that HSP90 inhibition broadly targeted other clinically relevant cytokines used as targets of anti-inflammatory therapeutics including TNF, IL-1β, IL-4, IL-6, IL-13 and IL-17A (**Figure S4**). 

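Tnf, Il1b, Il4, Il6 and Il13 rose with TPA and fell with RGRN-305 added, and Il17a was not tested, as it did not pass the low-count filter. Il6 (chromosome 5, 30218112 to 30224979) had 3.65 ± 1.24 normalized counts (SD, n = 4) in vehicle, 2.47 ± 1.08 (SD, n = 4) with RGRN-305 alone, 1771 ± 186 (SD, n = 10) with TPA and 60.9 ± 56.1 (SD, n = 10) with TPA+RGRN-305. Its log2 fold change was 8.85 with TPA (standard error 0.59, adjusted p = 9.8e-13, edgeR) and -4.86 in TPA+RGRN-305 versus TPA (standard error 0.26, adjusted p = 1.6e-14, edgeR). Il1b (chromosome 2, 129206490 to 129213059) had 23.4 ± 16.2 in vehicle, 3598 ± 509.8 with TPA and 289.8 ± 218 with TPA+RGRN-305. Its log2 fold changes were 7.24 (7.86 without vehicle replicate 3) and -3.64 (adjusted p = 6.2e-11, edgeR). Tnf (chromosome 17, 35418357 to 35420983) had 75.0 ± 44.6 in vehicle, 349.8 ± 81.2 with TPA and 157 ± 34.8 with TPA+RGRN-305, log2 fold changes of 2.22 and -1.15 (adjusted p = 7.7e-07, edgeR). Il13, a cytokine of type-2 immunity (chromosome 11, 53522151 to 53525529), had 2.23 ± 1.51 in vehicle, 65.3 ± 12.5 with TPA and 10.6 ± 6.81 with TPA+RGRN-305, log2 fold changes of 4.80 and -2.62 (adjusted p = 1.8e-12, edgeR). Il4 was at few counts throughout, 4.43 ± 1.65 in vehicle, 10.9 ± 2.31 with TPA and 3.20 ± 1.94 with TPA+RGRN-305, log2 fold changes of 1.27 and -1.70 (adjusted p = 3.3e-06, edgeR). Il17a had 0 raw counts in the 4 vehicle and 4 RGRN-305 mice, 1 to 11 in the 10 TPA mice, 2 in TPA+RGRN-305 mouse 6 and 0 in the other 9 TPA+RGRN-305 mice. Defb4, which the paper measured by RT-qPCR, had too few raw counts to compare. They were 0 to 3 in vehicle, 0 to 2 with RGRN-305 alone, 1 to 6 with TPA and 0 to 6 with TPA+RGRN-305.

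**Figure D3:**
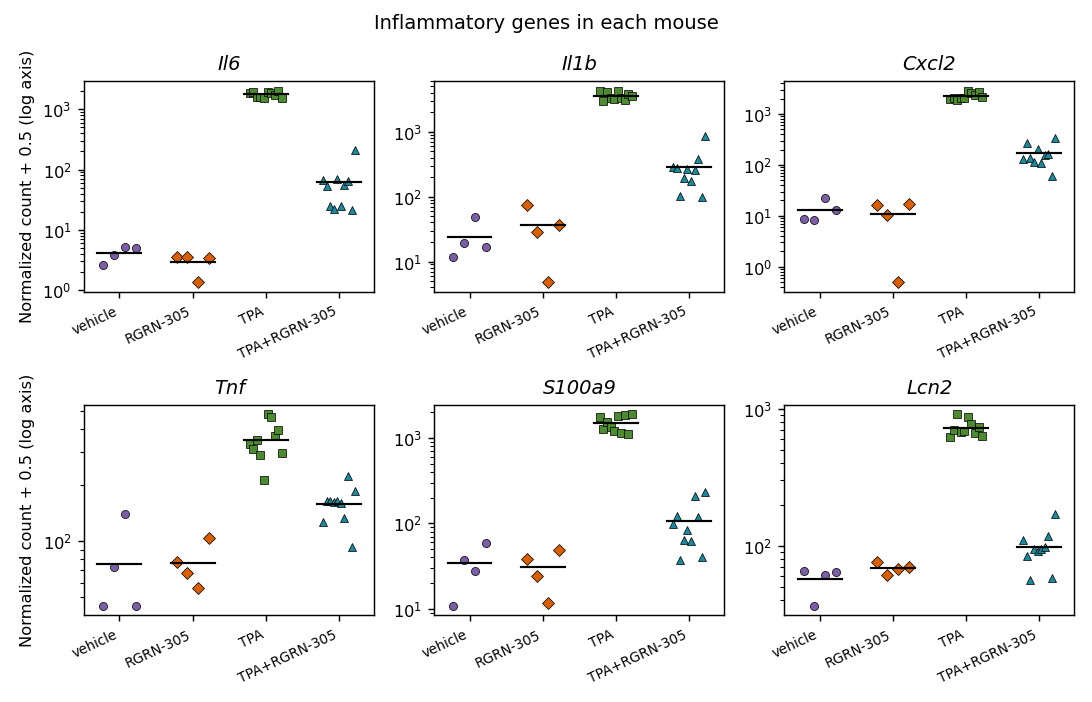
Normalized counts plus 0.5 of Il6, Il1b, Cxcl2, Tnf, S100a9 and Lcn2 on a log axis, with 1 point per mouse and a black line at the mean of the vehicle, RGRN-305, TPA and TPA+RGRN-305 groups. Mean Il6 was 1771 in TPA mice and 60.9 in TPA+RGRN-305 mice.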

Given the broad anti-inflammatory mechanisms, the benefits of HSP90 inhibition may extend beyond psoriasis to include other immune-mediated inflammatory skin diseases. Currently, another clinical trial is investigating the feasibility of orally dosed RGRN-305 in the treatment of hidradenitis suppurativa (NCT05286567).

The suppression of skin inflammation secondary to HSP90 inhibition may be conferred by the inhibition of specific or combinations of HSP90 isoforms. Our RNA sequencing data from mice (**Figure S2**) revealed that TPA-induced skin inflammation significantly upregulated *Hsp90aa1* (2.68 fold) and *Hsp90ab1* (1.19 fold), suggesting that RGRN-305 might mediate its anti-inflammatory effects primarily by inhibition of Hsp90α and to a lesser extent Hsp90β in this inflammation model. However, further research is required to determine the roles of the different HSP90 isoforms in skin inflammation.

While HSP90 functions have been well-described within the cell, extracellular HSP90 (eHSP90) also appears to exert important functions outside the cell (39). Different molecular mechanisms appear to underlie the effects of eHSP90 extending beyond activation of extracellular clients by chaperone activity to include molecular entities of HSP90 conferring effects independent of the chaperone activity (40). In the skin, eHSP90 has been shown to promote wound healing through a non-chaperone function (22, 23), whereas patients with bullous pemphigoid (an autoimmune blistering skin disease) demonstrated increased intracellular and decreased extracellular HSP90 expression compared to healthy volunteers (41). Given the sparsely available information, the role of eHSP90 in skin inflammation remains poorly understood. Thus, further research is warranted as insights into eHSP90 and skin inflammation may support the development of novel drugs targeting HSP90.

In summary, HSP90 inhibition by RGRN-305 significantly ameliorates skin inflammation, targeting key cytokines and signaling pathways. Additionally, our results revealed that topically administered RGRN-305 was effective, suggesting it may be a topical medication (new route of administration). Our basic scientific findings of HSP90 inhibition may be translated to a potential novel treatment for inflammatory skin diseases, providing a scientific basis for further clinical evaluation that hopefully may benefit patients.

## Data availability statement

The data is publicily available at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE222000; accession number GSE222000).

## Ethics statement

The studies involving human participants were reviewed and approved by The Central Jutland Regional Committee on Health Research Ethics. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by The Danish Animal Experiments Inspectorate.

## Author contributions

Conceptualization: HB, AB, GG, LI, and CJ. Formal analysis: HB and SS; funding acquisition: HB, LI, and CJ. Investigation: HB and SS. Methodology: HB, AB, GG, LK, LI, and CJ. Project administration: HB, AB, LI, and CJ. Resources: HB, LK, LI, and CJ. Supervision: LK, CJ, and LI. Visualization: HB. Writing - original draft preparation: HB. Writing - review and editing: HB, SS, AB, GG, LK, LI, and CJ. All authors contributed to the article and approved the submitted version.

## References

[1] MedzhitovR. Origin and physiological roles of inflammation. Nature (2008) 454(7203):428–35. doi: 10.1038/nature07201 18650913

[2] FurmanDCampisiJVerdinECarrera-BastosPTargSFranceschiC. Chronic inflammation in the etiology of disease across the life span. Nat Med (2019) 25(12):1822–32. doi: 10.1038/s41591-019-0675-0 PMC714797231806905

[3] WolkKJoin-LambertOSabatR. Aetiology and pathogenesis of hidradenitis suppurativa. Br J Dermatol (2020) 183(6):999–1010. doi: 10.1111/bjd.19556 33048349

[4] ArmstrongAWPuigLJoshiASkupMWilliamsDLiJ. Comparison of biologics and oral treatments for plaque psoriasis: A meta-analysis. JAMA Dermatol (2020) 156(3):258–69. doi: 10.1001/jamadermatol.2019.4029 PMC704287632022825

[5] Ben AbdallahHEmmanuelTBregnhøjAJohansenCIversenL. Early intervention and disease memory in psoriasis: A literature review. JEADV Clin Pract (2022) 1(4):307–316. doi: 10.1002/jvc2.63

[6] Ben AbdallahHJohansenCIversenL. Key signaling pathways in psoriasis: Recent insights from antipsoriatic therapeutics. Psoriasis (Auckl) (2021) 11:83–97. doi: 10.2147/ptt.S294173 34235053PMC8254604

[7] HartlFUBracherAHayer-HartlM. Molecular chaperones in protein folding and proteostasis. Nature (2011) 475(7356):324–32. doi: 10.1038/nature10317 21776078

[8] SagerRAKhanFToneattoLVotraSDBackeSJWoodfordMR. Targeting extracellular Hsp90: A unique frontier against cancer. Front Mol Biosci (2022) 9:982593. doi: 10.3389/fmolb.2022.982593 36060252PMC9428293

[9] SchopfFHBieblMMBuchnerJ. The Hsp90 chaperone machinery. Nat Rev Mol Cell Biol (2017) 18(6):345–60. doi: 10.1038/nrm.2017.20 28429788

[10] ZuehlkeAJohnsonJL. Hsp90 and Co-chaperones twist the functions of diverse client proteins. Biopolymers (2010) 93(3):211–7. doi: 10.1002/bip.21292 PMC281064519697319

[11] LangBJGuerreroMEPrinceTLOkushaYBonorinoCCalderwoodSK. The functions and regulation of heat shock proteins; key orchestrators of proteostasis and the heat shock response. Arch Toxicol (2021) 95(6):1943–70. doi: 10.1007/s00204-021-03070-8 34003342

[12] ProdromouC. Mechanisms of Hsp90 regulation. Biochem J (2016) 473(16):2439–52. doi: 10.1042/bcj20160005 PMC498081027515256

[13] TaipaleMKrykbaevaIKoevaMKayatekinCWestoverKDKarrasGI. Quantitative analysis of Hsp90-client interactions reveals principles of substrate recognition. Cell (2012) 150(5):987–1001. doi: 10.1016/j.cell.2012.06.047 22939624PMC3894786

[14] TukajSWęgrzynG. Anti-Hsp90 therapy in autoimmune and inflammatory diseases: A review of preclinical studies. Cell Stress Chaperones (2016) 21(2):213–8. doi: 10.1007/s12192-016-0670-z PMC478653526786410

[15] PicardD. Hsp90 interactors (2022). Available at: https://www.picard.ch/ https://www.picard.ch/downloads/Hsp90interactors.pdf.

[16] RiceJWVealJMFaddenRPBarabaszAFPartridgeJMBartaTE. Small molecule inhibitors of Hsp90 potently affect inflammatory disease pathways and exhibit activity in models of rheumatoid arthritis. Arthritis Rheum (2008) 58(12):3765–75. doi: 10.1002/art.24047 19035474

[17] YunTJHarningEKGizaKRabahDLiPArndtJW. Ec144, a synthetic inhibitor of heat shock protein 90, blocks innate and adaptive immune responses in models of inflammation and autoimmunity. J Immunol (2011) 186(1):563–75. doi: 10.4049/jimmunol.1000222 21131419

[18] ShimpSK3rdChafinCBRegnaNLHammondSEReadMACaudellDL. Heat shock protein 90 inhibition by 17-dmag lessens disease in the Mrl/Lpr mouse model of systemic lupus erythematosus. Cell Mol Immunol (2012) 9(3):255–66. doi: 10.1038/cmi.2012.5 PMC401284922543833

[19] TukajSTiburzyBManzRde Castro MarquesAOroszALudwigRJ. Immunomodulatory effects of heat shock protein 90 inhibition on humoral immune responses. Exp Dermatol (2014) 23(8):585–90. doi: 10.1111/exd.12476 24961936

[20] KasperkiewiczMMüllerRManzRMagensMHammersCMSomlaiC. Heat-shock protein 90 inhibition in autoimmunity to type vii collagen: Evidence that nonmalignant plasma cells are not therapeutic targets. Blood (2011) 117(23):6135–42. doi: 10.1182/blood-2010-10-314609 21490339

[21] StenderupKRosadaCGavilletBVuagniauxGDamTN. Debio 0932, a new oral Hsp90 inhibitor, alleviates psoriasis in a xenograft transplantation model. Acta Derm Venereol (2014) 94(6):672–6. doi: 10.2340/00015555-1838 24604074

[22] BhatiaAO'BrienKGuoJLincolnVKajiwaraCChenM. Extracellular and non-chaperone function of heat shock protein-90α is required for skin wound healing. J Invest Dermatol (2018) 138(2):423–33. doi: 10.1016/j.jid.2017.08.043 PMC655936228942361

[23] ChengCFSahuDTsenFZhaoZFanJKimR. A fragment of secreted Hsp90α carries properties that enable it to accelerate effectively both acute and diabetic wound healing in mice. J Clin Invest (2011) 121(11):4348–61. doi: 10.1172/jci46475 PMC320483522019588

[24] BaoRLaiCJQuHWangDYinLZifcakB. Cudc-305, a novel synthetic Hsp90 inhibitor with unique pharmacologic properties for cancer therapy. Clin Cancer Res (2009) 15(12):4046–57. doi: 10.1158/1078-0432.Ccr-09-0152 19509149

[25] HansenRSThuesenKKHBregnhøjAMoldovanLIKristensenLSGrekCL. The Hsp90 inhibitor rgrn-305 exhibits strong immunomodulatory effects in human keratinocytes. Exp Dermatol (2021) 30(6):773–781. doi: 10.1111/exd.14302 33583094

[26] BregnhøjAThuesenKKHEmmanuelTLitmanTGrekCLGhatnekarGS. Hsp90 inhibitor rgrn-305 for oral treatment of plaque-type psoriasis: Efficacy, safety and biomarker results in an open-label proof-of-Concept study. Br J Dermatol (2021) 186(5):861–874. doi: 10.1111/bjd.20880 34748646

[27] WuBCSkovbakkeSLMasoudiHHancockREWFranzykH. *In vivo* anti-inflammatory activity of lipidated peptidomimetics Pam-(Lys-Bnspe)(6)-Nh(2) and lau-(Lys-Bnspe)(6)-Nh(2) against pma-induced acute inflammation. Front Immunol (2020) 11:2102. doi: 10.3389/fimmu.2020.02102 32983167PMC7485003

[28] ZhangGLiuXWangCQuLDengJWangH. Resolution of pma-induced skin inflammation involves interaction of ifn-Γ and Alox15. Mediators Inflammation (2013) 2013:930124. doi: 10.1155/2013/930124 PMC368349823818745

[29] JohansenC. Generation and culturing of primary human keratinocytes from adult skin. J Vis Exp (2017) 130. doi: 10.3791/56863 PMC575567829286419

[30] BiosystemsA. Applied biosystems stepone™ and steponeplus™ real-time pcr systems: Applied biosystems (2010). Available at: https://tools.thermofisher.com/content/sfs/manuals/cms_046739.pdf.

[31] BenjaminiYKriegerAMYekutieliD. Adaptive linear step-up procedures that control the false discovery rate. Biometrika (2006) 93(3):491–507. doi: 10.1093/biomet/93.3.491

[32] LiaoYSmythGKShiW. The r package rsubread is easier, faster, cheaper and better for alignment and quantification of rna sequencing reads. Nucleic Acids Res (2019) 47(8):e47. doi: 10.1093/nar/gkz114 30783653PMC6486549

[33] LoveMIHuberWAndersS. Moderated estimation of fold change and dispersion for rna-seq data with Deseq2. Genome Biol (2014) 15(12):550. doi: 10.1186/s13059-014-0550-8 25516281PMC4302049

[34] GeSXJungDYaoR. Shinygo: A graphical gene-set enrichment tool for animals and plants. Bioinformatics (2020) 36(8):2628–9. doi: 10.1093/bioinformatics/btz931 PMC717841531882993

[35] LiLChenNNYouQDXuXL. An updated patent review of anticancer Hsp90 inhibitors (2013-present). Expert Opin Ther Pat (2021) 31(1):67–80. doi: 10.1080/13543776.2021.1829595 32990109

[36] WangXJuWRenouardJAdenJBelinskySALinY. 17-Allylamino-17-Demethoxygeldanamycin synergistically potentiates tumor necrosis factor-induced lung cancer cell death by blocking the nuclear factor-kappab pathway. Cancer Res (2006) 66(2):1089–95. doi: 10.1158/0008-5472.Can-05-2698 16424045

[37] BroemerMKrappmannDScheidereitC. Requirement of Hsp90 activity for ikappab kinase (Ikk) biosynthesis and for constitutive and inducible ikk and nf-kappab activation. Oncogene (2004) 23(31):5378–86. doi: 10.1038/sj.onc.1207705 15077173

[38] GhoreschiKBalatoAEnerbäckCSabatR. Therapeutics targeting the il-23 and il-17 pathway in psoriasis. Lancet (London England) (2021) 397(10275):754–66. doi: 10.1016/s0140-6736(21)00184-7 33515492

[39] CalderwoodSKGongJMurshidA. Extracellular hsps: The complicated roles of extracellular hsps in immunity. Front Immunol (2016) 7:159. doi: 10.3389/fimmu.2016.00159 27199984PMC4842758

[40] PoggioPSorgeMSeclìLBrancaccioM. Extracellular Hsp90 machineries build tumor microenvironment and boost cancer progression. Front Cell Dev Biol (2021) 9:735529. doi: 10.3389/fcell.2021.735529 34722515PMC8551675

[41] TukajSKleszczyńskiKVafiaKGrothSMeyersburgDTrzonkowskiP. Aberrant expression and secretion of heat shock protein 90 in patients with bullous pemphigoid. PloS One (2013) 8(7):e70496. doi: 10.1371/journal.pone.0070496 23936217PMC3728143

# Supplementary material for: Heat shock protein 90 inhibitor RGRN-305 potently attenuates skin inflammation
**Source:** Front Immunol. 2023 Feb 7;14:1128897. doi: 10.3389/fimmu.2023.1128897
**Supplement:** Supplementary file 1

**Figure S1**

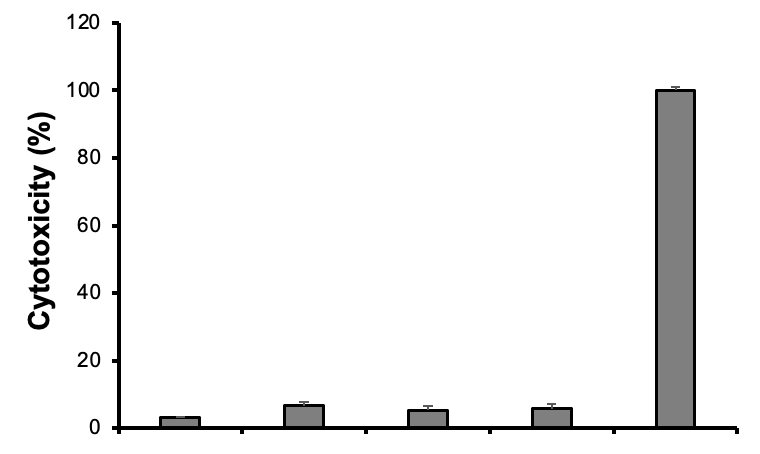

Vehicle

TPA

RGRN-305

RGRN-305+TPA

Pos. con.

**Figure S1 Lactate dehydrogenase (LDH) cytotoxicity assay in primary human keratinocytes.** The keratinocytes were cultured in a 96-well plate and preincubated with 10 µM RGRN-305 for 8 hours before stimulation with TPA (100 nM) or DMSO for 24 hours. The activity of LDH was measured following the protocol by the manufacturer (LDH-Glo^TM^ cytotoxicity assay; Promega, Madison, WI, USA). The absorbance was measured at 490 nm using a microplate reader (Fluoroskan Ascent FL). Triton X-100 was used as a positive control (pos. con.) and was set to 100% cell death.

Abbreviations: LDH, Lactate dehydrogenase. TPA, 12-O-Tetradecanoylphorbol-13-acetate.

# Supplementary material for: Heat shock protein 90 inhibitor RGRN-305 potently attenuates skin inflammation
**Source:** Front Immunol. 2023 Feb 7;14:1128897. doi: 10.3389/fimmu.2023.1128897
**Supplement:** Supplementary file 2

**
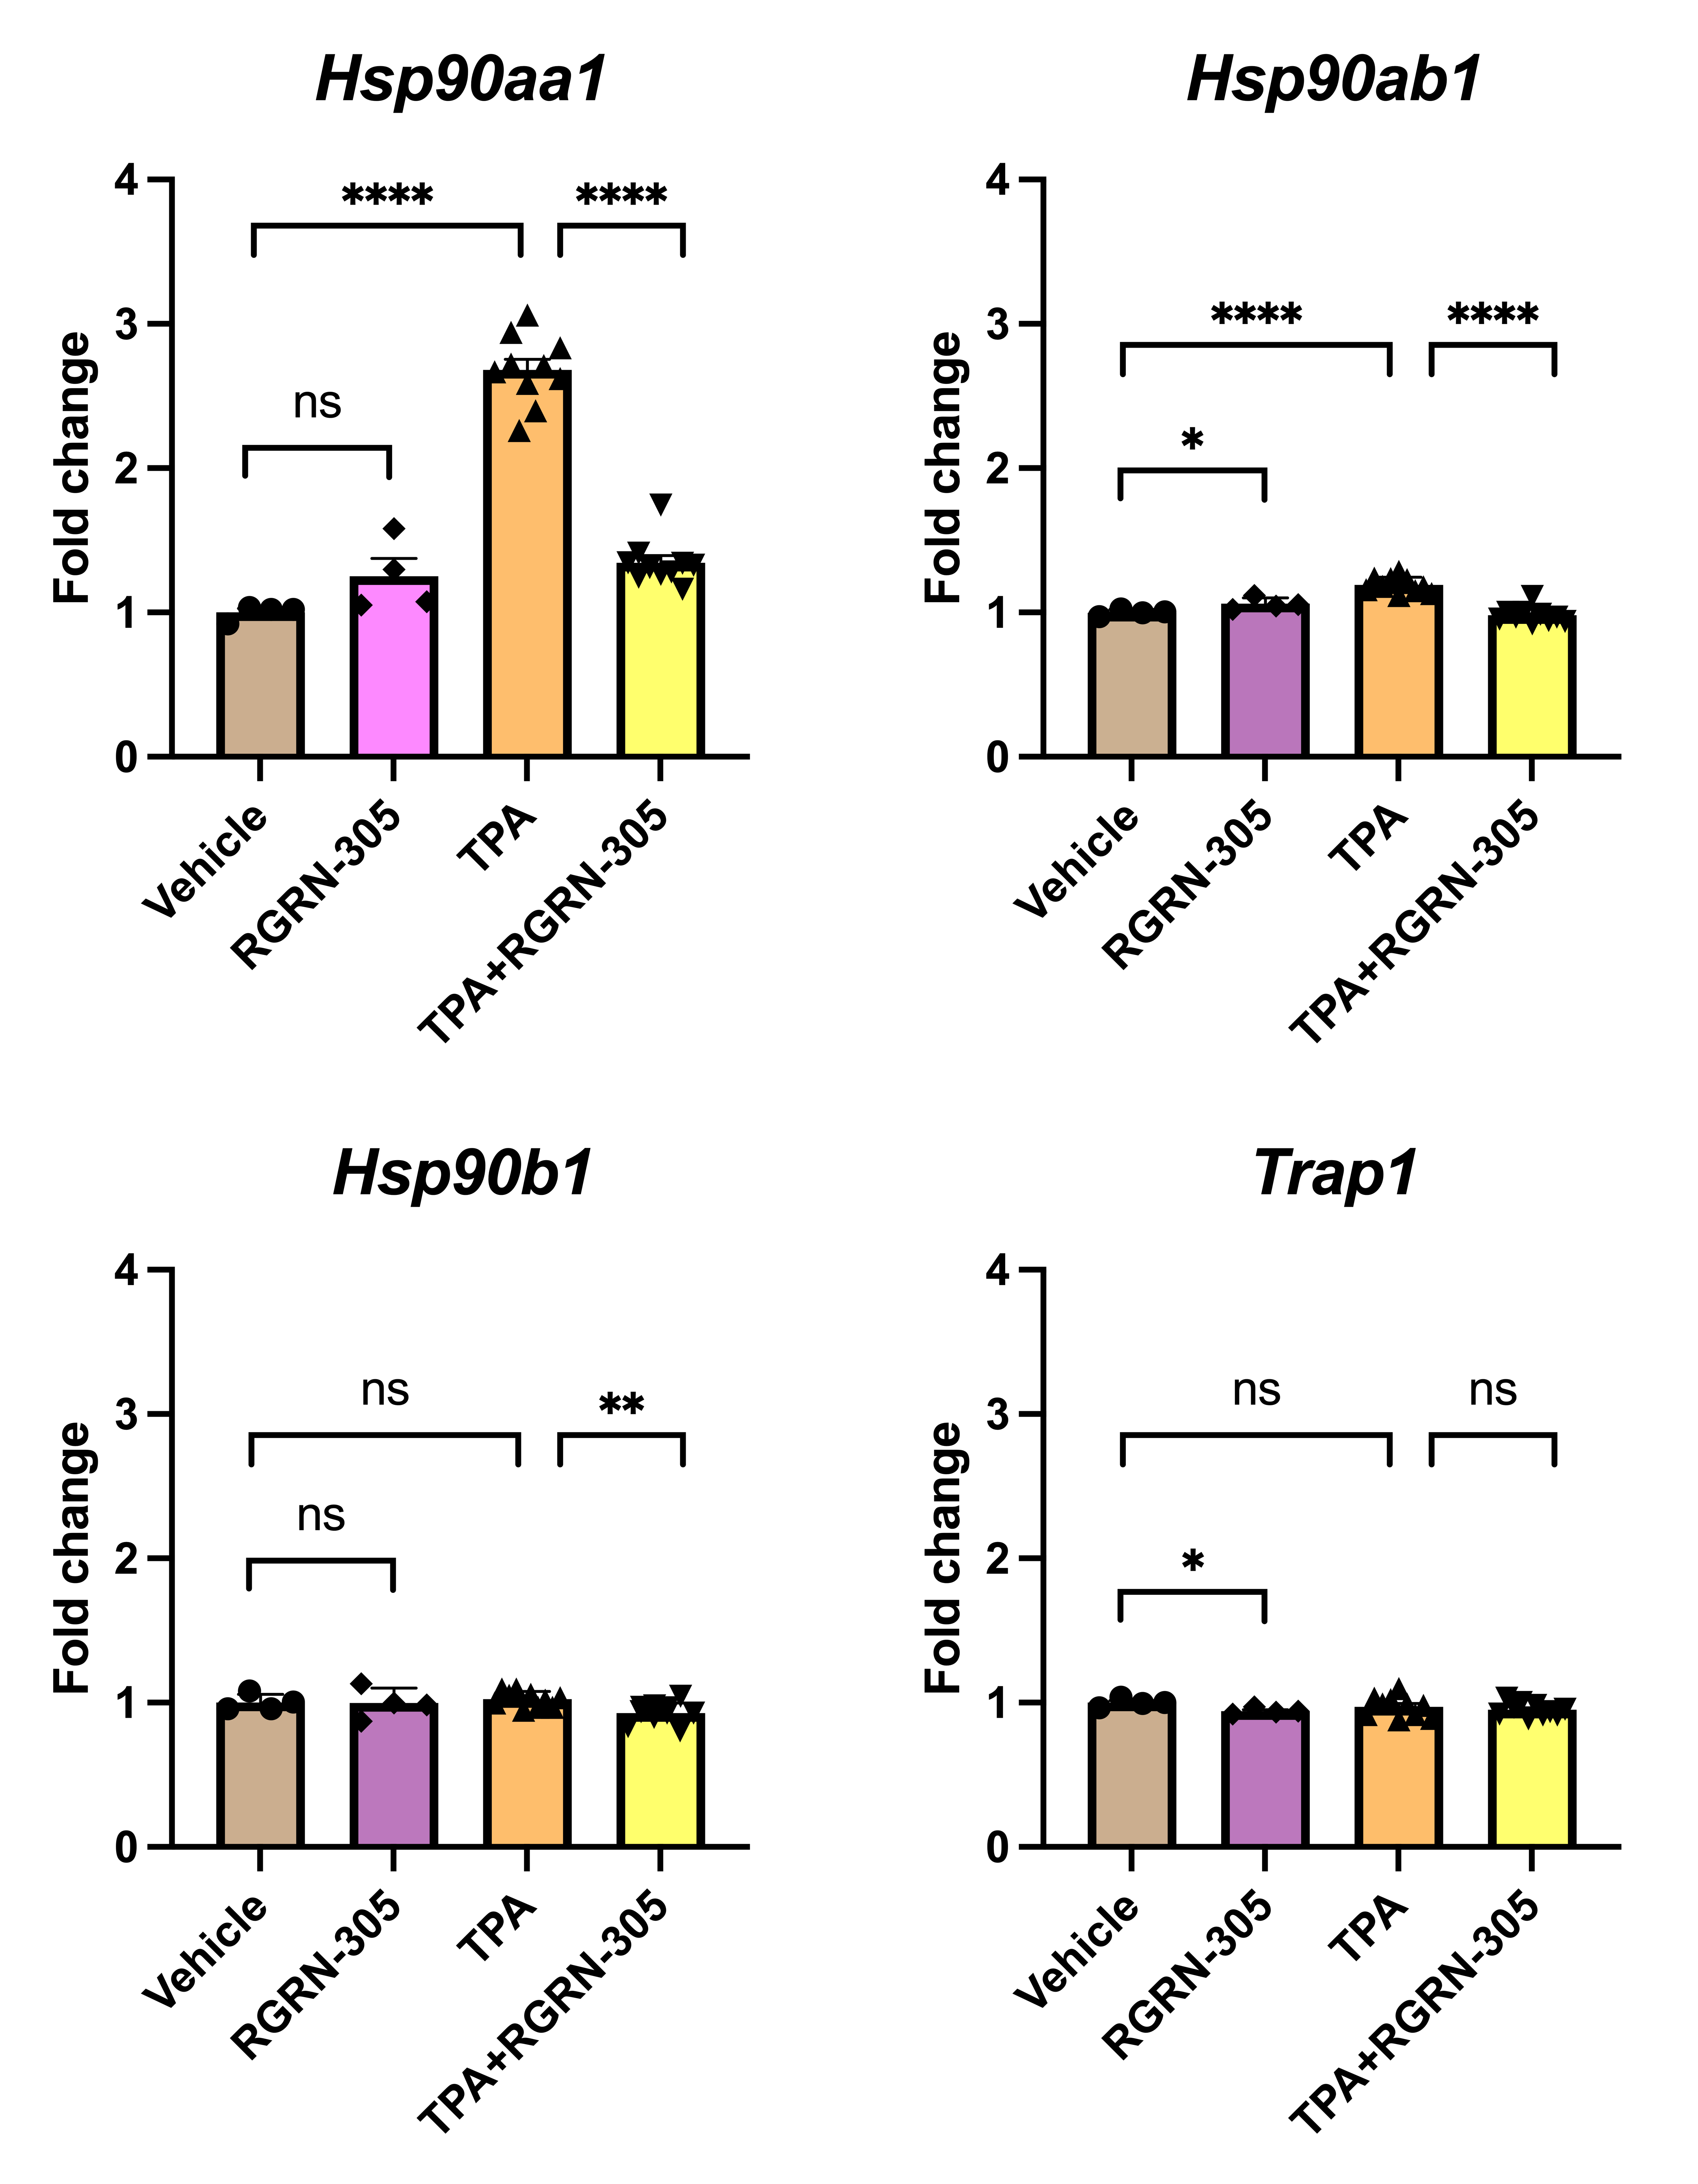
Figure S2 Gene expression of Hsp90 genes in mice challenged with TPA and pretreated with RGRN-305.** Number of mice in treatment groups: vehicle = 4, RGRN-305 = 4, TPA = 10, TPA+RGRN-305 = 10.

Gene expression levels were determined by RNA sequencing. Data are shown as mean ± SEM fold change relative to the vehicle. Unpaired t-tests were used for pairwise comparisons.* p < 0.05, ** p ≤0.01, *** p ≤0.001, **** p ≤ 0.0001.

Abbreviations: TPA, 12-O-Tetradecanoylphorbol-13-acetate.

# Supplementary material for: Heat shock protein 90 inhibitor RGRN-305 potently attenuates skin inflammation
**Source:** Front Immunol. 2023 Feb 7;14:1128897. doi: 10.3389/fimmu.2023.1128897
**Supplement:** Supplementary file 3

**
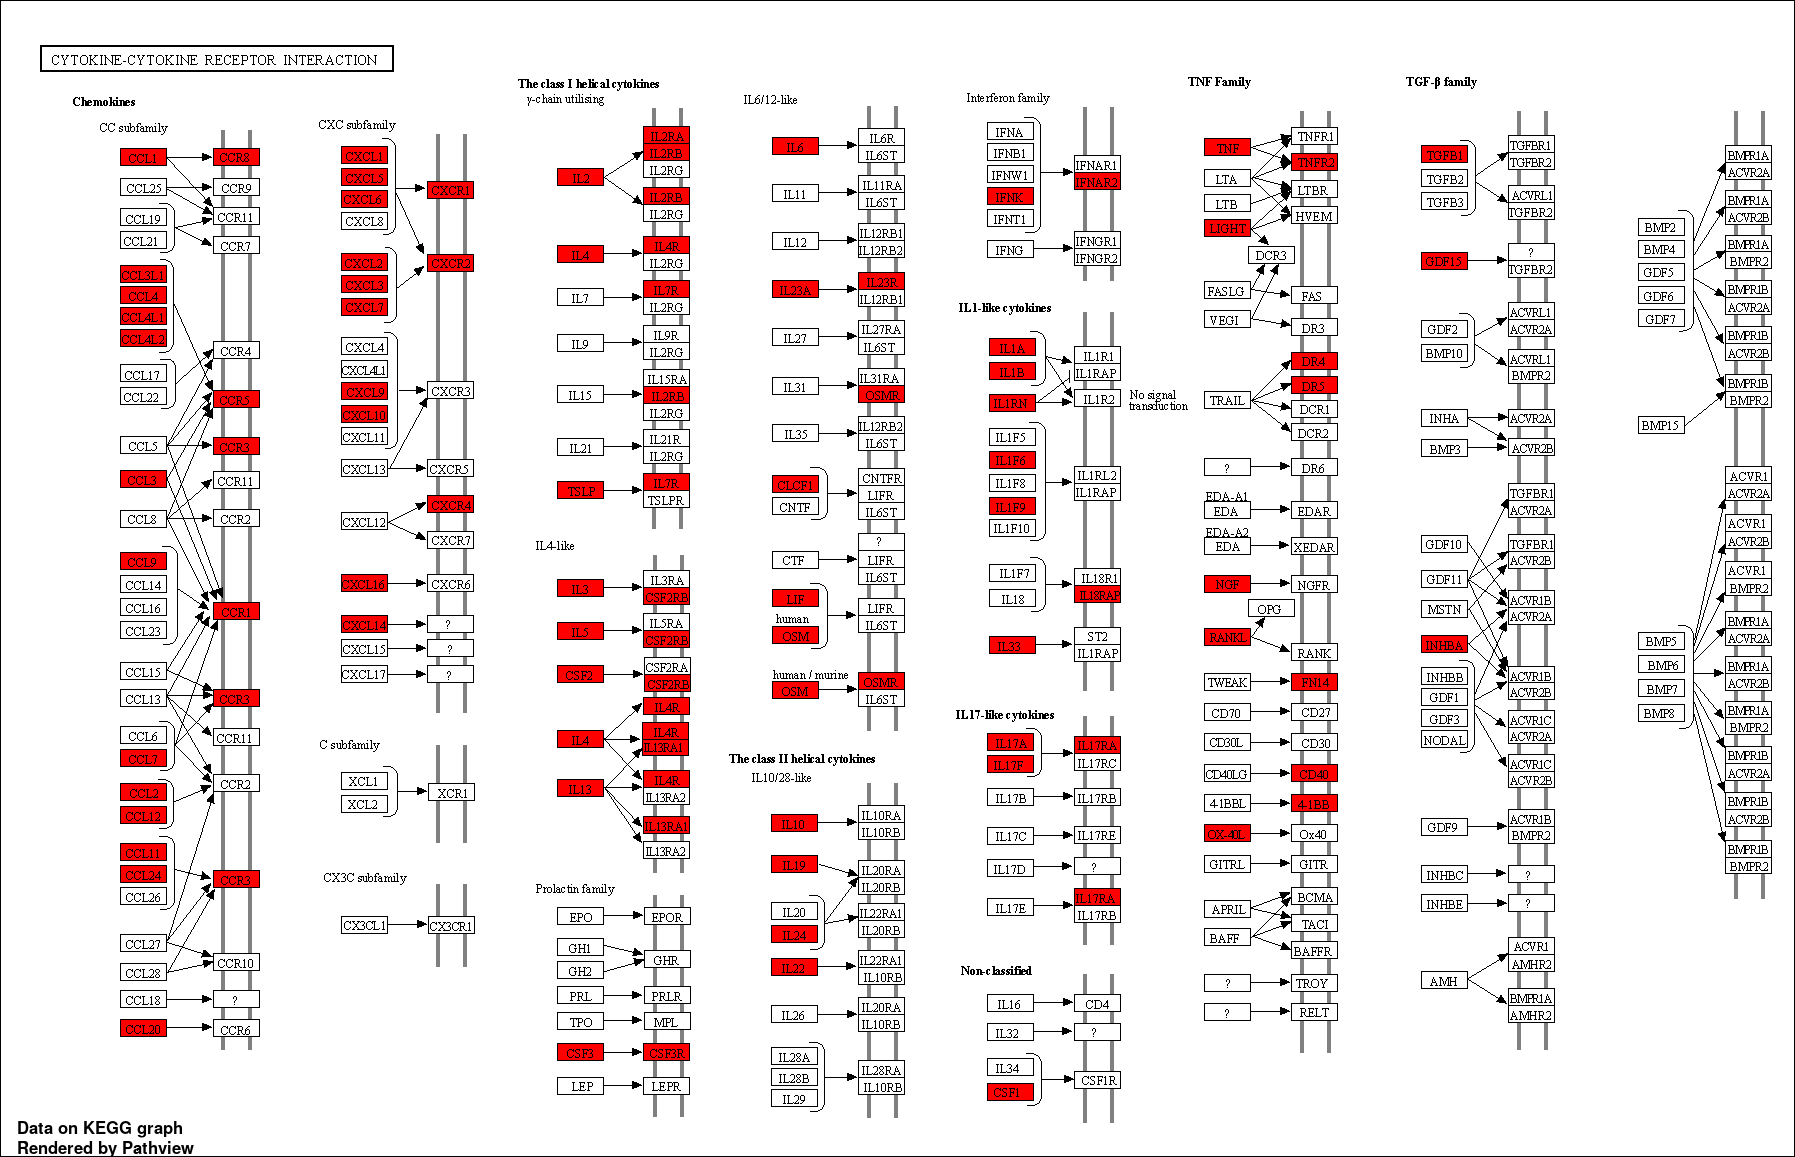
**

**Figure S3** **Effects of RGRN-305 on ‘Cytokine-cytokine receptor interaction’ KEGG pathway.** The pathway diagram illustrates downregulated differential expressed genes colored in red.

# Supplementary material for: Heat shock protein 90 inhibitor RGRN-305 potently attenuates skin inflammation
**Source:** Front Immunol. 2023 Feb 7;14:1128897. doi: 10.3389/fimmu.2023.1128897
**Supplement:** Supplementary file 4

**
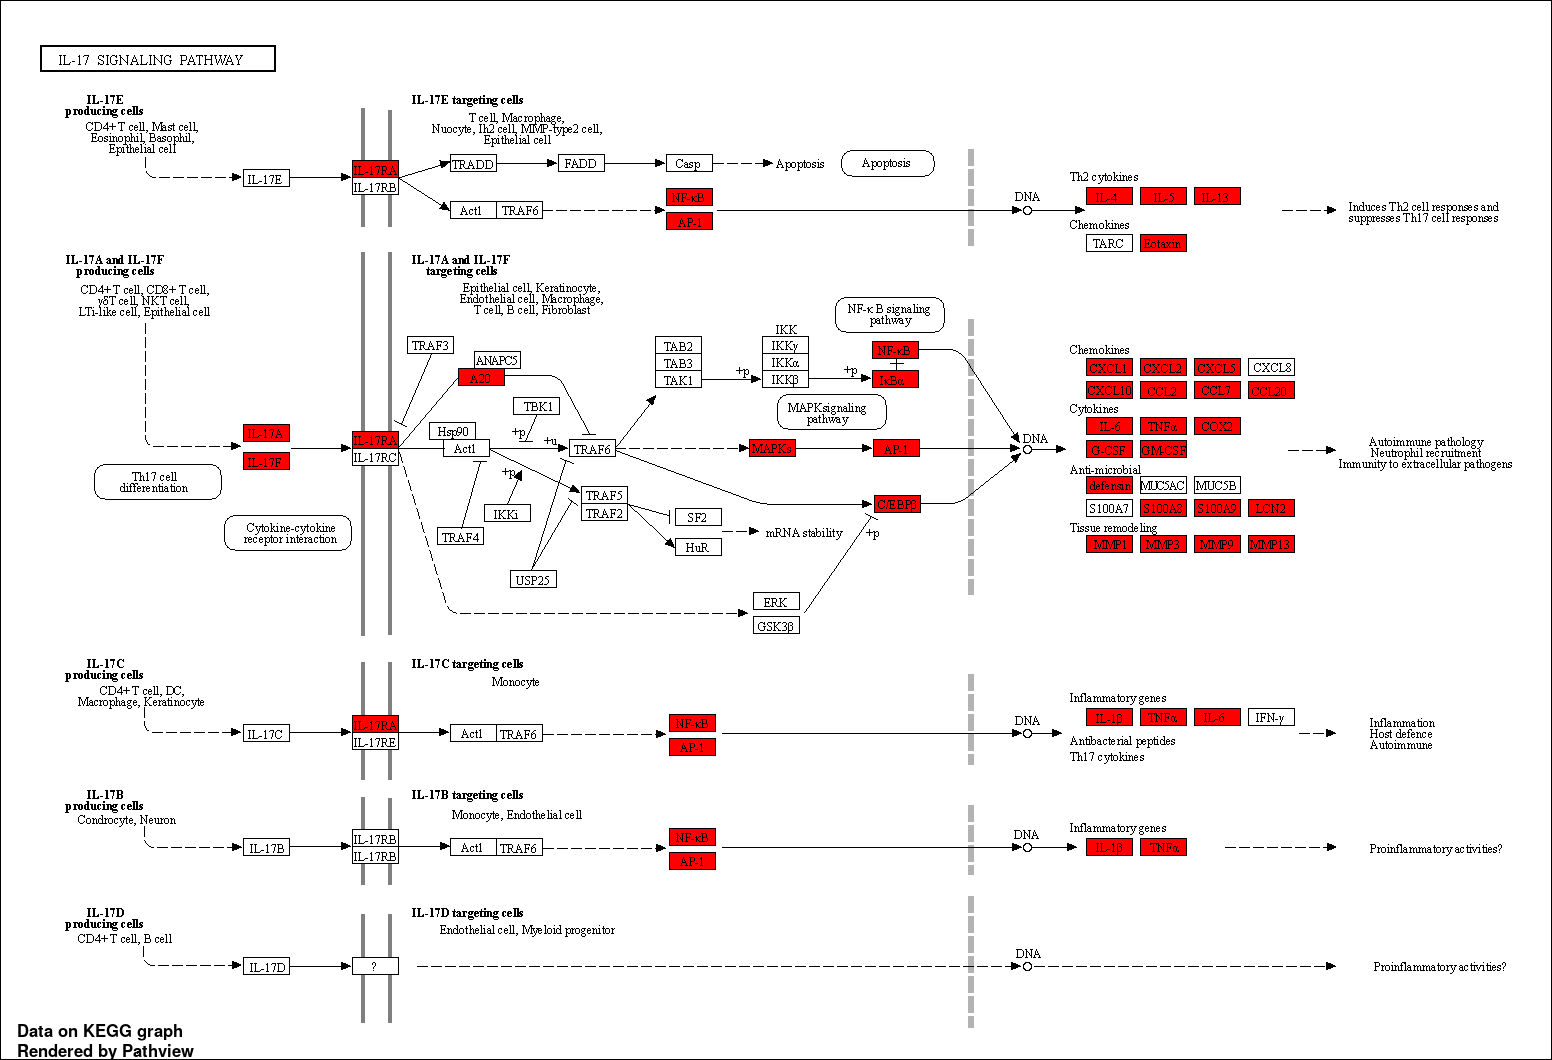
**

**Figure S4 Effects of RGRN-305 on ‘IL-17 signaling’ KEGG pathway.** The pathway diagram illustrates downregulated differential expressed genes colored in red.

How the deposited data were processed for this re-analysis (not part of the article)

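RNA sequencing of ear skin was analysed for 28 female mice in 4 groups, namely vehicle (n = 4), RGRN-305 (n = 4), TPA (n = 10) and TPA+RGRN-305 (n = 10). Each mouse gave 1 library, and the groups were taken from the sample labels and the paper's methods. The authors made the deposited counts by aligning paired-end reads to GRCm39 and counting uniquely aligned, unambiguous reads per gene with Subread version 2.10.3, the version given in the submitters' processing notes. The counts are whole numbers, not normalized. Of the columns of the table, 0 could not be tied to a sample. Gene identifiers were matched to the GENCODE mouse annotation of release 39 on GRCm39, with 54749 matched and 665 unmatched genes, the latter holding 0.0567% of counts.

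Totals ran from 16751780 to 24716640 counts per mouse, so that a gene at 3 counts or fewer in a group cannot be told from 0 with confidence, and intervals from such counts cover counting error only. Genes passed filterByExpr of edgeR with a minimum count of 10 and a minimum total count of 15, which left 18991 genes. Counts were scaled by TMM. The quasi-likelihood test of edgeR version 4.0.16 in R version 4.3.3 was fitted to all 28 libraries with a term per group, and p-values were adjusted by the method of Benjamini and Hochberg within each comparison. A DEG had an adjusted p under 0.05, an absolute log2 fold change above 1 and a mean normalized count above 50, as in the legend of Fig. 5. The comparisons were those of the paper (TPA versus vehicle, TPA+RGRN-305 versus TPA, RGRN-305 versus vehicle), TPA+RGRN-305 versus vehicle and versus RGRN-305, and the interaction of TPA and RGRN-305.

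The 38 gene lists (21 of pathways and 17 of cell types) were fixed before the data were examined, as were the comparisons, the thresholds, the rule for named genes and most alternative settings; the first entries of Table S2 with the authors' fold changes had been seen by then. Lists with at least 3 genes tested were used. List counts give members past the adjusted p over all genes and, beside it, adjusted over the list alone. Lists were set against other genes with camera of limma version 3.58.1 with a preset correlation of 0.01 and with an estimated correlation, tested for a common direction with fry, and tested for over-representation among lower DEGs with one-sided Fisher's exact tests against 14233 genes that could be DEGs. List means used log2 CPM with a prior count of 2.

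Principal components used rlog values of the 500 most variable genes from DESeq2 version 1.42.0. Single values were compared with two-sided permutation tests in SciPy version 1.17.1 under Python version 3.11.15, exact where a group had fewer than 10 mice and with 100000 resamples otherwise. The steps were tested on simulated counts in which 100 genes changed 2-fold and 100 changed 4-fold, all drawn from genes above a minimum mean count. In TPA versus vehicle 98% and 100% were called (18598 genes), and in TPA+RGRN-305 versus TPA 99% and 100% (18630 genes).

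Named genes were those the paper names for mouse ear, the 10 highest and 10 lowest protein-coding DEGs of each comparison of the paper whose groups did not overlap, the 5 highest and lowest of TPA+RGRN-305 versus vehicle and of the interaction, the 10 TPA-induced DEGs least reversed, and the 4 members of each list with the largest change past the adjusted p. List members that went against their list or did not pass, the genes Xist and those of the X chromosome, and the rRNA-like transcripts were named after their values were seen.

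Alternatives were RLE size factors, library totals alone, no low-count filter, no mean count limit, the adjusted p alone with the mean count limit, the DESeq2 Wald test with independent filtering as in the paper, a replicate block, fits of only the groups compared, other clusterings and list tests, and leaving out each vehicle or RGRN-305 replicate. Leaving out the library with almost no Xist and leaving out 7 libraries with hair follicle transcripts were added after seeing the data. The table with the authors' comparisons was held only in part (the first 1999 of 13093 and of 13047 genes in the comparisons with many genes), so that no overlap test was made on it. RT-qPCR, NanoString, Western blot and histology were not analysed here.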

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

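The tests of chance for DEG counts, the test for male tissue and the test on genes low in vehicle relative to TPA were chosen only after the result was seen. So was the set of measures searched for single mice far from their group. Among 52 measures in 208 groups, 24 groups had a mouse farther from the rest than Dixon's 95% limit, where chance gives about 1 in 20, or 10.4. The measures overlap and come from the same mice, so that 1 unusual mouse counts many times and the excess was not tested.

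TPA+RGRN-305 mouse 6 had almost no Xist, the RNA that silences an X chromosome in female cells (chromosome X, 102503972 to 102537573), with 13 counts against 7932 to 16096 in the other 27 mice and a log2 CPM of 0.121 (next mouse 8.65). Male tissue is argued against by the summed counts of the Y-linked genes Kdm5d, Eif2s3y, Uty and Ddx3y, which came to 1. Loss of Xist with both X chromosomes active is argued against by the median of X-linked genes less that of autosomal genes, 9.9e-04 on the log2 scale against the rest of the group (other mice -0.109 to 0.0890). A single X chromosome needs lower levels of genes that escape silencing, and their median was -0.359 (lowest other mouse -0.147), with 4 of the 7 (Kdm5c, Kdm6a, Eif2s3x and Ddx3x) lower against the rest of its group than in every other mouse against its own, and the other 3 within the range of other mice (Utp14a -0.0753, Pbdc1 -0.175 and 5530601H04Rik -0.206), so that a single X chromosome may account for the value as a hypothesis. The design gives no biological factor for it, and without this mouse 494 DEGs were higher and 855 lower in TPA+RGRN-305 versus TPA.

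Genes raised by TPA leaned higher in mice treated with RGRN-305 alone than in vehicle mice: 1155 of 1445 had a log2 fold change above 0, and 238 were higher and 13 lower at an unadjusted p under 0.05. The comparisons share the vehicle libraries, but with these split in 2 and 2 the median covariance of the log2 fold changes was 0.0798, against 0.09996 with shared libraries and 0.0215 in simulations without effects, so that sharing does not account for the whole. For RNA or reads carried over from TPA libraries, the median gene showed 3.60% of its TPA rise, close to the 3.84% of Fosl1 and within the range set for carry-over. But carry-over gives all genes the same percent. The 96 genes whose vehicle mean was under 5% of their own TPA mean showed 0.614% in the median (quartiles -0.0209% to 1.60%), against 4.13% in the other 1349. A weak effect of RGRN-305 itself, the biological explanation in this design, may account for the lean and stays open as a hypothesis. Chance differences between the 4 and 4 mice stay open too, since PC1 gave an exact permutation p of 0.143 and 0 genes passed edgeR (DESeq2 19). Over the raised genes, vehicle mice had -1.65% to 3.48% of the mean TPA rise and RGRN-305 mice 0.446% to 11.4%. Genes that vary together between mice are not independent, so that the counts of 238 and 13 do not decide this.

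No other split drawn gave as many DEGs as the real groups in a comparison that involves TPA, while other splits gave as many lists past camera in each comparison. With so few splits drawn, the smallest share possible is 1 of 100, or 1 of 40 for the interaction. Of 100 splits of the mice, only the real one (1) gave as many DEGs in TPA versus vehicle (2385 when only the groups compared were fitted, highest other 0), in TPA+RGRN-305 versus TPA (1356, highest other 303), in TPA-induced genes lower with RGRN-305 (1431, highest other 0), in TPA+RGRN-305 versus vehicle (206, highest other 0) and versus RGRN-305 (115, highest other 10), and so did 1 of 40 for the interaction (1790, highest other 0). In RGRN-305 versus vehicle the real count was 0 (highest other 10), so that splits do not test it. The splits for the interaction exchanged mice between vehicle and RGRN-305 and between TPA and TPA+RGRN-305. They remove any effect of RGRN-305, and so cannot test the interaction apart from such an effect. As many lists passed camera in 37 of 100 splits of TPA versus vehicle (real 17, highest other 23), 28 of 100 of TPA+RGRN-305 versus TPA (18 and 26), 2 of 35 of RGRN-305 versus vehicle (21 and 21), 19 of 100 of TPA+RGRN-305 versus vehicle (18 and 26), 33 of 100 of TPA+RGRN-305 versus RGRN-305 (16 and 25) and 3 of 40 for the interaction (20 and 22).

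The effect of RGRN-305 differed between mice with and without TPA by the interaction term of edgeR, with 753 DEGs higher and 1037 lower. Calca had the lowest interaction (log2 -6.92, standard error 1.11), followed among protein-coding genes by Adamts4, Acod1, Ptx3 and Mmp8, and Trp73 the highest (4.67). In the comparison of TPA+RGRN-305 with vehicle, which the paper does not report, 224 DEGs were higher and 16 lower (8 without vehicle replicate 1), and 220 of the 224 were also raised by TPA alone. Against RGRN-305 alone, 152 DEGs were higher and 8 lower (4 without RGRN-305 replicate 3).

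TPA+RGRN-305 mouse 10 lay apart in PC1 (0.114, next mouse -7.25), in the log2 normalized counts of Hsp90aa1 (10.7, next 10.4), Hsp90ab1 (14.8, next 14.7) and Il6 (7.72, next 6.13), and in the mean log2 CPM of proteases (4.73, next 4.11) and chondrocyte markers (5.76, next 5.34). TPA mouse 3 lay apart in the second principal component (3.79, next -0.376), in anagen hair follicle markers (1.86, next -1.32) and in cytokine receptors (4.69, next 4.53), and RGRN-305 mouse 4 in the second component (1.16, next -2.41). Xist was lowest in vehicle mouse 3 (log2 CPM 9.23, next 9.59) and TPA mouse 4 (8.53, next 8.88). RGRN-305 mouse 1 had 22.2% of the TPA fall of TPA-reduced genes (next 8.28%). RGRN-305 mouse 3 was lowest in Il6 (log2 normalized count 0.449, next 1.78), NF-κB genes (mean log2 CPM 4.27, next 4.55) and smooth muscle markers (3.99, next 4.21). RGRN-305 mouse 2 was lowest in targets of the aryl hydrocarbon receptor (4.29, next 4.36) and sebaceous gland markers (5.54, next 5.74). Vehicle mouse 3 was highest in MAPK genes (5.69, next 5.29) and EGFR ligands (3.45, next 2.92), vehicle mouse 2 in Schwann cell markers (4.82, next 4.60), and vehicle mouse 1 was lowest in Hsp90aa1 (9.83, next 9.98). TPA+RGRN-305 mouse 2 was lowest in smooth muscle markers (3.86, next 4.10).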

How the results depend on the processing

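The settings without TPA+RGRN-305 replicate 6 and without the 7 libraries with hair follicle transcripts were chosen only after the result was seen. Single genes were compared with RLE size factors, the DESeq2 Wald test, the replicate block and the settings that leave out 1 library. Their values stayed on the same side of the threshold in 5568 cases, lost the call in 52 and gained it in 8. Among values past the threshold in either fit, 0 changed direction. Values past it in neither fit were not checked for direction, and some changed sign. Cxcl5 in RGRN-305 versus vehicle had a log2 fold change of -0.35, but 1.79 without vehicle replicate 4. Of the summary results over all settings, 327 were the same and 39 moved by over 1.5 times. Another 4 changed sign with a call in either fit, 1 gained the call and 1 lost it. The 4 with a changed sign are values of Hsp90ab1, Hsp90b1 and Trap1 with library totals alone. RLE size factors, no low-count filter, fits of only the groups compared and the setting without TPA+RGRN-305 replicate 6 moved no count of DEGs by over 1.5 times. The cause of the changes below was not tested beyond the construction of each setting.

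With library totals alone, DEGs were 950 higher and 1875 lower in TPA versus vehicle, 1040 higher in TPA+RGRN-305 versus TPA, and 1570 higher and 659 lower in the interaction, with the median of all genes shifted by -0.286, 0.257 and 0.286 on the log2 scale. Of the genes past the adjusted p, 75.7% instead of 50.9% were then higher in the interaction. The log2 fold changes in TPA versus vehicle and TPA+RGRN-305 versus TPA became -0.057 and -0.024 for Hsp90ab1, -0.27 and 0.12 for Hsp90b1 and -0.35 and 0.23 for Trap1. With no mean count limit, DEGs were 1972 lower in TPA versus vehicle, 1041 higher and 1349 lower in TPA+RGRN-305 versus TPA, 339 and 117 in TPA+RGRN-305 versus vehicle, 231 and 69 in TPA+RGRN-305 versus RGRN-305 and 1479 higher in the interaction, and 1835 TPA-reduced genes moved back. At the adjusted p alone with the mean count above 50, genes were 5130 higher and 4994 lower in TPA versus vehicle, 4893 and 5240 in TPA+RGRN-305 versus TPA, 2033 and 1569 in TPA+RGRN-305 versus vehicle, 1518 and 869 in TPA+RGRN-305 versus RGRN-305 and 3928 and 4239 in the interaction. In RGRN-305 versus vehicle, DESeq2 gave 4 higher DEGs and the setting without 7 libraries gave 1 (Tnfrsf9).

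Lists past 0.05 numbered 17, 18, 21, 20, 13 and 20 by camera with the preset correlation in TPA versus vehicle, TPA+RGRN-305 versus TPA, RGRN-305 versus vehicle, TPA+RGRN-305 versus vehicle, TPA+RGRN-305 versus RGRN-305 and the interaction. With an estimated correlation they numbered 0, 0, 0, 1, 0 and 0, and by fry, which does not compare a list with other genes, 28, 28, 0, 18, 11 and 26.

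Leaving out each vehicle or RGRN-305 replicate gave 1431 to 1478 higher and 981 to 1025 lower DEGs in TPA versus vehicle, 211 to 247 higher and 8 (without vehicle replicate 1) to 17 lower in TPA+RGRN-305 versus vehicle, and 120 to 163 higher and 4 (without RGRN-305 replicate 3) to 8 lower in TPA+RGRN-305 versus RGRN-305, with 5 lower without RGRN-305 replicate 1. The replicate block gave 4 lower DEGs in that comparison, and 1407 higher and 988 lower in TPA versus vehicle. The numbers do not pair the mice: over 30 pairs of same-numbered mice the mean correlation was -0.00734 and the lowest -0.129, 2 pairs were over 0.1, and 5 of 28 mice correlated best with their own number. Depth limits genes such as Il17a, Il4 and Csf3, which had few counts in vehicle mice.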

Differences from the paper's values

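The paper gives 4 DEGs in RGRN-305 versus vehicle (Rpl27-ps1, Tnfrsf9, Fosl1 and Epgn), and edgeR gave 0. Of the alternatives set before the data were examined, the DESeq2 Wald test, which the paper's methods name, gave 4, and the same 4 genes, and no other setting did. Leaving out 7 libraries with hair follicle transcripts was chosen after seeing the values. It called Tnfrsf9 (log2 fold change 1.28, adjusted p = 0.0438, edgeR) and not the other 3. That setting leaves only RGRN-305 mice 1 and 2 against the 4 vehicle mice. The paper's Table S2 lists 19 genes past the adjusted p in this comparison, and edgeR gave 0; the DESeq2 Wald test gave 19, the only other setting in which this value was compared.

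Of 28 values of the paper compared, these 2 differed. The fold of Hsp90aa1 with TPA was 2.64 here and the paper's value is 2.68, and that of Hsp90ab1 was 1.17 and the paper's 1.19.

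The paper's Fig. S2 marks Hsp90ab1 and Trap1 as changed with RGRN-305 alone, by unpaired t-tests on single genes. In edgeR, adjusted over all genes tested, their log2 fold changes were 0.07 (adjusted p = 0.75) and -0.10 (adjusted p = 0.611), and exact permutation tests gave p = 0.0857 and p = 0.0286, the smallest possible (0.129 and 0.0490 adjusted over 12 tests), with 4 of 4 RGRN-305 mice below every vehicle mouse for Trap1 and 3 of 4 above for Hsp90ab1.

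In Fig. 5E of the paper, the TPA+RGRN-305 mice join the vehicle and RGRN-305 mice and fall into clusters of mice 2, 3, 5, 6, 7 and 10 and of mice 1, 4, 8 and 9. Here complete linkage at 2 clusters also joined the 10 TPA+RGRN-305 mice with the 4 vehicle and 4 RGRN-305 mice. It kept the 10 TPA+RGRN-305 mice in 1 cluster at 3 and at 4 clusters, apart from the vehicle mice, and at 5 clusters mice 2 and 10 parted from the other 8. Clustering on 1 minus the Pearson correlation and clustering of all genes tested, both set before the data were examined, joined 9 and 10 of the TPA+RGRN-305 mice with vehicle mice.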

Other observations

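The set of rRNA-like transcripts and the mice with hair follicle transcripts were chosen only after the result was seen.

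In other gene lists, members past the adjusted p often took opposite directions with TPA and with RGRN-305 added, as did genes in general. Over all 18991 genes tested, 5986 were higher and 6523 lower with TPA, and 6246 higher and 6178 lower in TPA+RGRN-305 versus TPA. The log2 fold changes of these comparisons, which share the TPA libraries, had a correlation of -0.941. List counts near these shares do not set a list apart from other genes. Each list in this paragraph held members of both directions. Of 25 proliferation genes, 21 fell and 2 rose with TPA, and 20 rose and 2 fell in TPA+RGRN-305 versus TPA (edgeR; 22 fell with TPA adjusted over the list alone). Tk1, a thymidine kinase of dividing cells (chromosome 11, 117702770 to 117717042), had 200.03 ± 50.5 normalized counts (SD, n = 4) in vehicle, 47.3 ± 13.4 (SD, n = 10) in TPA and 175 ± 41.8 (SD, n = 10) in TPA+RGRN-305 mice, and the mitotic kinase Plk1 fell by 1.75 on the log2 scale with TPA. Rrm2, a subunit of ribonucleotide reductase, went the other way (1.46 and -1.21). Of 17 genes of the circadian clock, 8 fell and 5 rose with TPA, and 10 rose and 5 fell with RGRN-305 added, with Dbp from 3112.5 ± 414 to 539 ± 110 and 2293 ± 397 and Nfil3 at log2 fold changes of 3.39 and -2.38. Of 21 genes of cholesterol synthesis, 16 rose and 2 fell with TPA, and 15 fell and 2 rose with RGRN-305 added. Of 15 genes induced by glucocorticoids, 9 rose and 3 fell with TPA, and 10 fell and 1 rose (11 and 1 adjusted over the list alone); the metallothionein Mt2 had 3.43 and -2.45, and Tsc22d3 fell by 1.32 with TPA. Of 30 genes of HIF-1 and glycolysis, 20 rose and 5 fell with TPA, and 19 fell and 6 rose, with the hexokinase Hk2 at 2.23 and -1.69 and Ankrd37 at -2.42 and 1.30. Of 27 endoplasmic reticulum chaperones and genes of the unfolded protein response, 17 rose and 4 fell with TPA, and 18 fell and 4 rose (19 and 4 adjusted over the list alone), among them Atf4 (1.93 and -1.13). Of 26 interferon-stimulated genes, 13 rose and 6 fell with TPA, and 14 fell and 3 rose, with Oas3 from 16.0 ± 3.02 to 87.2 ± 39.1 and 14.6 ± 5.95. Of 18 targets of NRF2, 8 rose and 2 fell, and 8 fell and 2 rose, with Srxn1 at 3.49 and -2.65. Of 7 targets of the aryl hydrocarbon receptor, 3 rose and 4 fell with TPA, and 2 fell and 4 rose, with Tiparp at 3.12 and -2.48 and Ahrr at -2.19 and 1.70.

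Scaling by library totals alone turned the balance of some of these lists, with 7 NRF2 targets higher and 9 lower with TPA and 10 higher and 6 lower with RGRN-305 added, and with 11 higher and 10 lower and then 11 higher and 9 lower for the unfolded protein response. With an estimated correlation camera of limma gave in TPA+RGRN-305 versus TPA adjusted p = 0.588 for cholesterol synthesis and interferon-stimulated genes, 0.490 for proliferation, 0.593 for the circadian clock, 0.460 for NRF2 targets, 0.997 for targets of the aryl hydrocarbon receptor, 0.302 for the unfolded protein response, 0.221 for HIF-1 and 0.219 for glucocorticoid targets. In TPA versus vehicle with the preset correlation it gave 0.956 for targets of the aryl hydrocarbon receptor, 0.277 for the circadian clock, 0.213 for interferon-stimulated genes and 0.0994 for NRF2 targets.

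Of 14 mast cell markers, 10 fell and 2 rose with TPA, and 10 rose and 2 fell with RGRN-305 added; the IgE receptor chain Ms4a2 had 158 ± 26.1, 50.1 ± 8.63 and 133 ± 20.0 normalized counts in vehicle, TPA and TPA+RGRN-305 mice, while Hdc, which makes histamine, rose by 2.98 on the log2 scale and fell by 2.07. Of 14 dendritic and Langerhans cell markers, 8 rose and 4 fell with TPA (10 and 4 adjusted over the list alone), and 8 fell and 3 rose; the Langerhans cell lectin Cd207 had 3.07 and -2.02, and Xcr1 and the class II transactivator Ciita fell by 2.15 and 2.06 with TPA. Of 19 markers of monocytes and macrophages, 8 rose and 4 fell with TPA, and 7 fell and 5 rose, with Cd14 at 3.34 and -2.72. By library totals alone 4 of these were higher and 7 lower with TPA, and 7 higher and 5 lower with RGRN-305 added. Of 18 T cell markers, 5 rose and 5 fell, and 6 fell and 4 rose, with Ctla4 at 1.78 and -1.95 and Cd5 at -1.91 and 1.23; by library totals alone 3 were higher and 8 lower, and then 8 higher and 3 lower. Of 11 markers of basal keratinocytes, 7 rose and 2 fell with TPA (7 and 3 adjusted over the list alone), and 6 fell and 4 rose; the keratin Krt15 had -1.40 and 0.97. Of 32 genes of homeostatic epidermal differentiation, 13 rose and 5 fell with TPA, and 12 fell and 4 rose, but by library totals alone 12 rose and 17 fell with TPA, and 17 rose and 10 fell with RGRN-305 added.

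In TPA versus vehicle, the markers of structural and blood cell types that passed were 4 higher and 3 lower of 17 endothelial markers, 2 and 2 of 15 fibroblast markers, 1 and 0 of 19 skeletal muscle markers (0 and 0 adjusted over the list alone), 3 and 1 of 14 adipocyte markers, 3 and 1 of 15 chondrocyte markers, 2 and 6 of 12 sebaceous gland markers, 1 and 1 of 18 anagen hair follicle markers, 0 and 1 of 9 melanocyte markers, 2 and 3 of 12 Schwann cell markers, 2 and 2 of 12 smooth muscle markers and 5 and 0 of 6 erythrocyte markers, whose hemoglobin genes share reads. By library totals alone the endothelial markers were 2 higher and 7 lower, the fibroblast markers 0 and 10 and the Schwann cell markers 0 and 7. In TPA+RGRN-305 versus TPA the counts were 7 and 7 for endothelial, 1 and 3 for fibroblast, 0 and 0 for skeletal muscle, 2 and 3 for adipocyte, 2 and 8 for chondrocyte, 3 and 3 for sebaceous gland, 3 and 0 for anagen hair follicle, 0 and 0 for melanocyte, 1 and 3 for Schwann cell, 2 and 3 for smooth muscle and 0 and 0 for erythrocyte markers. Anagen hair follicle markers were high in RGRN-305 mice 3 and 4, TPA mouse 3 and TPA+RGRN-305 mice 1, 2, 6 and 9, which is 7 of 28 mice in 3 groups.

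Some genes stayed below the vehicle level with TPA+RGRN-305. Txnip, an inhibitor of thioredoxin (chromosome 3, 96465267 to 96469201), had 15874 ± 4233 normalized counts in vehicle, 5404 ± 1132 in TPA and 6988 ± 1206 in TPA+RGRN-305 mice, a log2 fold change of -1.18 against vehicle (standard error 0.17, adjusted p = 1.1e-05, edgeR). Ddit4 was lower with TPA+RGRN-305 than with either vehicle (-1.10) or TPA (-0.66). Of the 16 DEGs lower in TPA+RGRN-305 versus vehicle, 6 were rRNA-like transcripts (Rn18s-rs5, Lars2, Mir6236, Gm15564, Gm55094 and Gm55118), of which only Rn18s-rs5 is annotated as rRNA. These 6 are the whole set, which was picked after the values were seen, so that the overlap is no test. They made up 1.27% ± 0.451 of counts in vehicle, 0.873% ± 0.251 in RGRN-305, 0.718% ± 0.412 in TPA and 0.492% ± 0.206 in TPA+RGRN-305 mice. Vehicle mouse 1 had the highest share of the vehicle mice (1.91%, next 1.26%), and without it 8 DEGs were lower in this comparison.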
